# *Xmrk*, *Kras* and *Myc* Transgenic Zebrafish Liver Cancer Models Share Molecular Signatures with Subsets of Human Hepatocellular Carcinoma

**DOI:** 10.1371/journal.pone.0091179

**Published:** 2014-03-14

**Authors:** Weiling Zheng, Zhen Li, Anh Tuan Nguyen, Caixia Li, Alexander Emelyanov, Zhiyuan Gong

## Abstract

Previously three oncogene transgenic zebrafish lines with inducible expression of *xmrk*, *kras* or *Myc* in the liver have been generated and these transgenic lines develop oncogene-addicted liver tumors upon chemical induction. In the current study, comparative transcriptomic approaches were used to examine the correlation of the three induced transgenic liver cancers with human liver cancers. RNA profiles from the three zebrafish tumors indicated relatively small overlaps of significantly deregulated genes and biological pathways. Nevertheless, the three transgenic tumor signatures all showed significant correlation with advanced or very advanced human hepatocellular carcinoma (HCC). Interestingly, molecular signature from each oncogene-induced zebrafish liver tumor correlated with only a small subset of human HCC samples (24–29%) and there were conserved up-regulated pathways between the zebrafish and correlated human HCC subgroup. The three zebrafish liver cancer models together represented nearly half (47.2%) of human HCCs while some human HCCs showed significant correlation with more than one signature defined from the three oncogene-addicted zebrafish tumors. In contrast, commonly deregulated genes (21 up and 16 down) in the three zebrafish tumor models generally showed accordant deregulation in the majority of human HCCs, suggesting that these genes might be more consistently deregulated in a broad range of human HCCs with different molecular mechanisms and thus serve as common diagnosis markers and therapeutic targets. Thus, these transgenic zebrafish models with well-defined oncogene-induced tumors are valuable tools for molecular classification of human HCCs and for understanding of molecular drivers in hepatocarcinogenesis in each human HCC subgroup.

## Introduction

Human hepatocellular carcinoma (HCC) is known to be a very heterogeneous disease, especially at intermediate and advanced stages [1]. Due to the diverse and complex etiologies contributing to HCC incidence, different genetic mutations or altered molecular pathways could be responsible for hepatocarcinogenesis. So far, several carcinogenic pathways have been identified to be involved in the development and progression of HCC, including the VEGFR, EGFR, and mTOR pathways [2]. In effort to decipher the role of different oncogenic pathways, a number of transgenic mouse models have been established [3], [4] and comparative transcriptomic analyses have been used to identify the best transgenic mouse models for human HCCs [4].

The zebrafish has been increasingly recognized as a valuable experimental model for human diseases, particularly for cancers [5] including liver cancers [6]–[11]. It has been shown that the zebrafish tumors had striking similarities with human cancer histologically [12], [13]. Transcriptomic and epigenetic analyses have also indicated conserved features of carcinogen-induced zebrafish HCC with human HCC [14]–[16].

Previously we have generated several liver tumor models by transgenic expression of three different oncogenes (*kras, xmrk* or *Myc*) specifically in the zebrafish liver and these transgenic zebrafish usually produce liver tumors with variable degrees of severity from hepatocellular adenoma (HCA) to HCC [6]–[9]. The three oncogenes we used in the zebrafish have all been shown to be involved in hepatocarcinogenesis. *KRAS* is mutated in ∼7% of liver cancers in human [17] but Ras signaling is ubiquitously activated in HCC [18]. *Xmrk* is a naturally occurring variant of the EGFR in fish of the genus *Xiphophorus* (platyfish and swordtails) with constitutive autophosphorylation and activation of downstream signals [19]. Activation of EGFR signal is correlated with poor prognosis of HCC patients [20]. *MYC* is commonly amplified in many cancers including HCC and higher expression level of MYC is associated with more advanced status of HCC [21]. We have shown that overexpression of *kras* and *xmrk* in the zebrafish liver could induce HCC [7]–[9], while overexpression of *Myc* induced mostly HCA [6].

Comparative transcriptomic analyses of animal models and human clinical samples provide a powerful tool for identification of conserved molecular pathways and biomarker genes for diagnosis and therapy [15], [22]. Our existing oncogene transgenic zebrafish models have well defined up-regulation of driver oncogene and this may provide a valuable tool to identify the molecular driving forces in human carcinogenesis by comparative transcriptomic analyses. Thus, in this study, we employed RNA sequencing technology to compare the transcriptomic profiles of the three oncogene-induced liver tumors in transgenic zebrafish. By comparative analyses with human liver transcriptomes from cirrhotic livers to very advanced HCC, we found that they all showed strong molecular correlation with advanced or very advanced human HCCs. Nevertheless, there are quite distinct deregulated biological pathways based on deregulated genes in the three oncogene transgenic models. Interestingly, each zebrafish liver tumor model correlated with a subset of human HCCs and each subset has some distinct molecular features. We showed that the transgenic zebrafish models with well-defined driver-gene activity should be valuable for classification of human HCCs and for understanding the molecular mechanisms behind each HCC subtype.

## Materials and Methods

### Treatment and Induction of Liver Cancer in the Three Zebrafish Transgenic Models

Zebrafish were maintained following the approved protocol by Institutional Animal Care and Use Committee of National University of Singapore (Protocol 079/07). The generation of *xmrk* and *Myc* transgenic zebrafish was previously described and they were termed as *TO(xmrk)* [9] and *TO(Myc)* [6] respectively in the previous publications. The two transgenic lines were constructed by using a tetracycline-inducible transgenic system and the oncogene expression were induced by doxycycline. The *kras^V12^* transgenic line used in the present study was newly generated by using a mifepristone-inducible system [7] in combination with a Cre-loxP system (unpublished). For the *xmrk* and *Myc* transgenic lines, transgenic fish and their non-transgenic siblings were treated with 60 µg/ml doxycycline (Sigma, USA) starting from 3.5 mpf (month post fertilization) for 6 weeks. All *xmrk* fish developed HCC and all *Myc* fish developed HCA. In total, for each transgenic line, one tumor sample (transgenic fish treated with doxycycline) and three control samples (non-transgenic siblings similarly treated with doxycycline, transgenic siblings without doxycycline treatment, and non-transgenic siblings without doxycycline treatment) were collected for RNA sequencing. In all cases, liver samples used for RNA sequencing were pooled from four to five male fish. For the *kras^V12^* transgenic fish, one-month-old transgenic fish were treated with 1 µM mifepristone (Sigma, USA) for 36 hours to induce Cre-mediated recombination for activation of *kras^V12^* transgene expression in the liver. The *kras^V12^* activated transgenic fish were then allowed to grow for six months to develop HCC and HCC samples were then collected for RNA sequencing. Three liver tumors from induced transgenic fish and three normal livers from uninduced transgenic fish were pooled separately as tumor and control samples. All samples used were from male fish and two sets of biological replicates were used.

### Identification of Signature Gene Lists in Each Zebrafish Liver Cancer Model

Total RNA was extracted using TRIzol Reagent (Invitrogen, USA) and treated with DNase I to remove genomic DNA contamination. 3′ RNA-SAGE (serial analysis of gene expression) sequencing was performed on ABI SOLiD platform by Mission Biotech (Taiwan) according to manufacturer’s protocol and 10–23 million reads were generated from each sampler (Table S1). Briefly, mRNA was purified using Dynabeads Oligo(dT) EcoP (Invitrogen) and subjected to cDNA synthesis. Resultant cDNA was digested by NlaIII and EcoP15I to result in a 27 nucleotides cDNA tag between the two sequencing adapters. The tags were mapped to the NCBI RefSeq (Reference Sequence) mRNA database for zebrafish with a criterion of allowing maximum 2 nucleotide mismatches. All RNA-Seq data were submitted to Gene Expression Omnibus database with the following access numbers: GSE53342 for *xmrk* and *Myc* data and GSE53630 for *kras* data. Tag counts for each transcript were normalized to TPM (transcripts per million) to facilitate comparison among different samples. The differentially regulated genes in the *Myc*- and *xmrk*- induced liver cancers were identified using one sample t-test as previously described [23], and the differentially expressed genes in the *kras*-induced liver cancer was identified using two-tailed Student’s t-test.

To facilitate functional implications of zebrafish transcriptome, all zebrafish genes were mapped to annotated human genes in order to use existing online software developed in human genes. Thus, human homology mapping of zebrafish Unigene clusters were retrieved from the Genome Institute of Singapore Zebrafish Annotation Database (http://123.136.65.67/). For Unigene clusters mapped by more than one transcript entries, the highest TPM was used to represent the expression level of the Unigene cluster. Some zebrafish Unigene clusters were mapped to more than one human Unigene clusters, which usually came from the same gene family. To remove redundancy and avoid causing bias in functional analyses, only the first human Unigene cluster in the list was selected to represent the zebrafish Unigene clusters. The lists of significantly up-regulated zebrafish genes that were mapped with human homologs and used for comparative analyese with human HCC data are shown in Table S2.

### Gene Set Enrichment Analysis (GSEA)

GSEA was used to establish the relatedness between the transgenic zebrafish models and human liver cancers [24]. GSEA is a computational method that determines whether a *priori* defined set of genes shows statistically significant, concordant differences between two biological samples; it calculates an enrichment score using a running-sum statistic through a ranked list of gene expression data set. Human homologs of the significantly up-regulated genes from the zebrafish tumor tissues were used as cancer signatures for each transgenic zebrafish model for transcriptomic comparison with human HCC data. Each chosen phenotype of human HCCs (either one specific HCC stage or one particular HCC sample) was compared to the rest of the samples in the same dataset. All genes in the chosen phenotype were ranked by t-test to determine expression differences among different HCC stages or different HCC samples. The enrichment score of the pre-defined transgenic zebrafish cancer signature was calculated using a running-sum statistic through the ranked genes. The statistical significance of the enrichment score was estimated by using an empirical phenotype-based permutation test procedure. An FDR (false discovery rate) value was provided by introducing adjustment of multiple hypothesis testing. Human liver cancer transcriptome data were retrieved from Gene Expression Omnibus (GEO) database. The human dataset including different stages of HCCs used in the comparison was GSE6764 [25]. The ten human HCC datasets used for examining the representation of zebrafish liver cancer gene signatures are summarized in Table S3. Annotation information was retrieved from SOURCE (http://smd.stanford.edu/cgi-bin/source/sourceSearch). For multiple probes which can be mapped to one Unigene cluster, the maximum signal intensity was selected to represent the expression level of the Unigene cluster.

### GSEA Pre-ranked Analysis

GSEA pre-ranked option was used to analyze the deregulated pathways in each transgenic zebrafish model and subgroups of human HCCs. Briefly, the entire transcriptome was ranked by logarithm transformed p-value (base 10). The up-regulated genes were given positive values, and the down-regulated genes negative values. The curated canonical pathways from the MSigDB (Molecular Signature Database) were used. The number of permutation used was 1000.

### RT-qPCR Validation

Total RNA were reverse-transcribed using the SuperScript II cDNA Synthesis Kit (Invitrogen). RT-qPCR was performed with same sets of cDNAs used for SAGE sequencing using the LightCycler 480 SYBR Green I Master system (Roche). Reactions were conducted in triplicate for each cDNA sample and primer sequences are shown in the Table S4. Gene expression levels in each control or transgenic liver sample were normalized with the level of *β-actin* mRNA as the internal control. The log_2_ fold changes between tumor and control samples were calculated using the CT method according to the formula: log_2_ fold changes = −ΔΔCT = −[(CT gene of interest–CT *β-actin*) transgenic sample–(CT gene of interest–CT β-actin) control sample]. Two-tailed heteroscedastic t test was performed using normalized CT values (CT gene - CT β-actin) and changes with p<0.05 are considered to be significant.

## Results

### Identification of Differentially Expressed Genes in the Three Transgenic Zebrafish Liver Cancer Models

The three oncogene transgenic lines (*xmrk, Myc* and *kras^V12^*) were induced to develop liver tumors (Figure S1) and these tumor samples were subjected to RNA-SAGE sequencing. 

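RNA was pooled from the livers of 4 to 5 male fish for each of 6 RNA-SAGE libraries of the *xmrk* and *Myc* lines. The *xmrk* tumor library (X+M-D+ in Table S1) and the *Myc* tumor library (X-M+D+) came from transgenic fish kept in 60 µg/ml doxycycline for 6 weeks from 3.5 months post fertilization. Each tumor library was compared with 3 control libraries. Non-transgenic siblings without doxycycline (X-M-D-) and with it (X-M-D+) served as controls for both tumors, and untreated transgenic siblings (X+M-D- for *xmrk*, X-M+D- for *Myc*) for 1 tumor each. In RNA-SAGE a tag near the 3′ end of a transcript is sequenced, and the deposited values are the tags of each RefSeq mRNA entry scaled to the mapped tags of the library (TPM). Each value corresponds to a whole number of tags within 0.0055 TPM. The libraries hold 2557881 (*xmrk* tumor) to 4818257 (X-M-D- control) mapped tags, so that 1 tag is worth 0.208 to 0.391 TPM and an entry without a tag could lie at up to 0.623 to 1.17 TPM (3 tags, covering counting error only). Of 16988 entries with a tag in any library, 9298 could be given a gene symbol. Entries above 10 TPM in at least 1 of the 4 libraries of a comparison were tested with limma on log2(TPM + 1), and a Benjamini-Hochberg adjusted p under 0.05 was taken as a call. An entry at or below 10 TPM in all 3 controls is tested only if the tumor exceeds 10 TPM, so it always lies higher there. With 1 library per tumor, the tumor library is assumed to vary like its 3 controls, whose spread also holds any effect of genotype and of doxycycline. Folds are the tumor TPM over the mean TPM of the controls, and a gene described as having risen or fallen also lies outside all 3 controls. The median log2 fold change of all entries tested was 0.98 in the *xmrk* tumor and -0.46 in the *Myc* tumor, and the median difference between the tumors was 1.33, so the gene groups are also placed relative to this median entry.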

By a selection criteria of fold change>1.5, p value<0.05 and TPM>10 (in either control or tumor samples), differentially expressed genes were selected from the three tumor sets. 

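In the *xmrk* tumor, 476 of 5443 entries tested rose and 86 fell. The largest rises on the log2 scale include *cldn15la*, a claudin of tight junctions (152 TPM against 1.62 ± 1.51 TPM (SD, n = 3)), the chemokine *ccl19a.1* (670.5 TPM against 17.8 ± 9.43 TPM) and the solute carrier *slc43a3b* (1551 TPM against 36.1 ± 16.3 TPM). Among the largest falls were *gamt*, an enzyme of creatine synthesis (14.2-fold lower, 8.21 TPM against 117 ± 12.8 TPM), and the fatty acid desaturase *fads2* (16.4-fold lower, 8.60 TPM against 141 ± 49.9 TPM). With *Myc*, 14 of 4352 entries tested rose and 99 fell. The 11 named ones that rose were *aamp*, *exosc3*, *faua*, *gart*, *ift27*, *pabpc4*, *rars1*, *riox1*, *rplp2b*, *rps26l* and *utp4*. The poly(A)-binding protein gene *pabpc4* had the largest rise (3906 TPM against 87.7 ± 92.2 TPM (SD, n = 3)), and *serpina7* (11.7 TPM against 229 ± 98.7 TPM) and *hmox1a*, a heme oxygenase (4.06 TPM against 121 ± 80.9 TPM), were among the largest falls. These genes had adjusted p-values of 0.028 to 0.029 in the *xmrk* tumor and 0.041 to 0.048 in the *Myc* tumor. By the criteria of the paper (over 10 TPM, a p under 0.05 from a one-sample test and a fold above 1.5), 2887 entries were higher and 164 lower in the *xmrk* tumor, and 497 were higher and 669 lower in the *Myc* tumor. With a control left out these counts were 1614 to 1747 and 78 to 88 (*xmrk*) and 196 to 340 and 218 to 285 (*Myc*), and on TPM rescaled by TMM 973 and 506, and 1002 and 345. The split in the *xmrk* tumor moves with the scale, since 84.7% of the calls are rises on TPM and 26.2% on TPM rescaled by TMM (27 entries rose, 76 fell), and limma calls none without the X+M-D- control (1731 higher and 278 lower at an unadjusted p under 0.05) or without the X-M-D+ control (1502 and 276), while edgeR with TMM calls 2 and DESeq2 186 higher and 496 lower. For *Myc*, limma calls none on TPM rescaled by TMM (516 higher and 508 lower at an unadjusted p under 0.05), edgeR none with TMM (523 and 458) and DESeq2 230 higher and 253 lower, while limma with a control left out calls 73 to 133 higher and 330 to 411 lower.

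**Figure D1:**
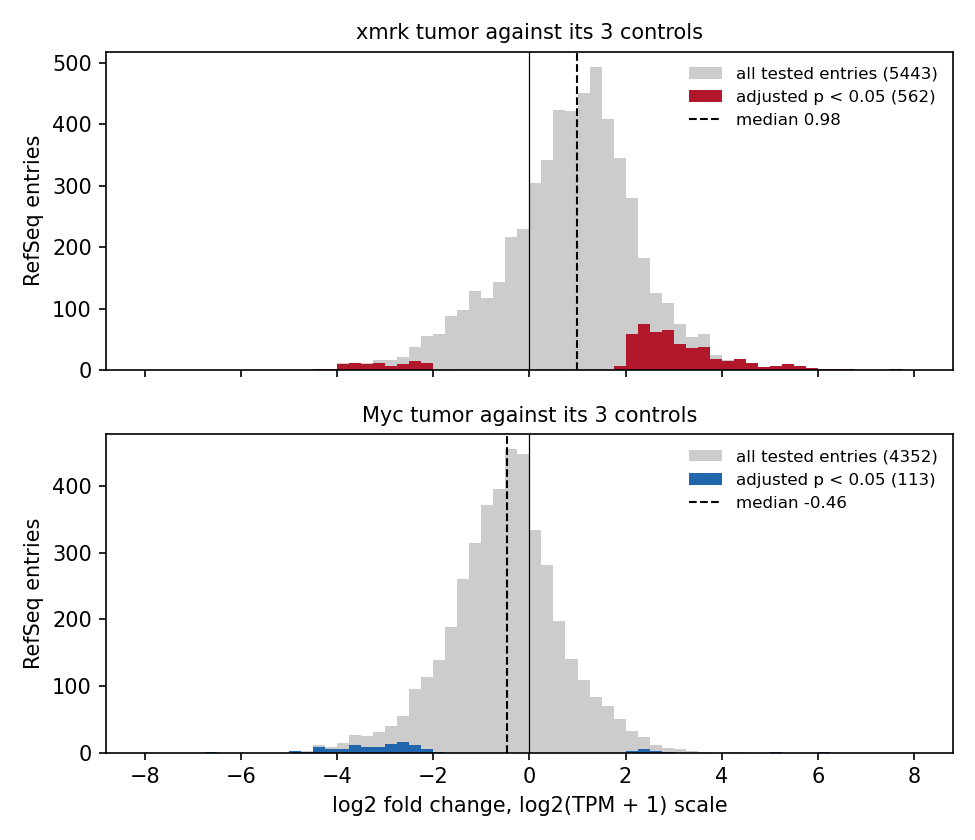
Histograms of the log2 fold change of the entries tested in the *xmrk* tumor and in the *Myc* tumor against their 3 controls, with the called entries colored and the median of all entries tested as a dashed line. The median lies at 0.98 in the *xmrk* tumor and at -0.46 in the *Myc* tumor.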

There were 2,892, 797 and 494 genes up-regulated and 169, 902 and 676 genes down-regulated in the *xmrk*-, *kras*- and *Myc*- induced zebrafish liver cancer, respectively (Figure 1A,B). Deregulated genes from the three transgenic models showed relatively small overlaps, indicating that the three oncogenes regulated quite distinct sets of genes. This is consistent with the report that morphologically uniform cancer type is frequently classified into different subgroups based on their distinct gene expression patterns [26]. 

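Of the 4252 entries tested in both tumors, 18 fell in both and 1, an entry without a gene name, rose in both. Those that fell in both include the plasma protein gene *ahsg2*, the metallothionein *mt2*, the desaturase *fads2*, the cytochrome P450 gene *cyp2x9* and *tdo2b*, an enzyme of tryptophan breakdown. In the opposite direction, 5 entries rose in the *xmrk* tumor and fell in the *Myc* tumor and none did the reverse (11 and 6 by DESeq2). They were named after their values were seen: the collagen gene *col1a1a* (9.10-fold higher with *xmrk*, 4.45-fold lower with *Myc*), *mfge8b*, *serpinb1*, *slc43a3b* and 1 unnamed entry. Unrelated lists of the same sizes would share 2.00 lower and 0.849 higher entries, and tumors simulated without any change, which share 2 of their 3 controls as here, shared 0.01 and 0 on average. Compared with each other, the *xmrk* tumor was higher than the *Myc* tumor in 1314 of 5543 entries and lower in 65 (126 and 209 on TPM rescaled by TMM). Named genes called in this comparison include *col1a1a* (log2 difference 5.22), the elongase *elovl1b* (6.05) and the calcium-binding *s100a10b*, all higher with *xmrk*. Across entries, which are not independent replicates, the log2 fold changes of the tumors had a Pearson r of 0.26 and a Spearman rho of 0.23, where unchanged tumors with shared controls gave an r of 0.18. The log2 fold changes of unchanged tumors spread less, so these r values are not on the same footing. The covariance was 0.41, against a mean of 0.071 and a highest value of 0.096 in unchanged tumors. By the criteria of the paper, 219 entries were higher in both tumors and 69 lower in both, of 3721 entries that pass its filter in both, against 194 and 29.0 for unrelated lists and 51.6 and 13.9 in the simulation. These counts were 55 to 126 and 11 to 42 with a control left out, and 144 and 90 on TPM rescaled by TMM. The simulated lists by these criteria were on average smaller than the observed ones in both directions, so their overlaps set no level for the observed overlaps. Unchanged tumors also give few limma calls, so the simulated overlap of limma calls had to lie near 0. From the small overlaps, the paper concludes that the oncogenes regulate largely different gene sets. With controls not shared between the tumors, r was 0.19 with the X-M-D- control and 0.16 with the X-M-D+ control on the *xmrk* side, and entries lower and higher in both numbered 0 and 0 in the first split, where limma calls none in the *xmrk* tumor (1502 higher and 276 lower at an unadjusted p under 0.05), and 24 and 3 in the second. DESeq2 called 106 entries lower and 2 higher in both, edgeR with TMM none, and limma on TPM rescaled by TMM none.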

Interestingly, there were 21 up-regulated and 16 down-regulated genes commonly found in all the three tumor models (Figure 1A, B, Table 1).

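All 37 genes of Table 1 met the paper's criteria in both the *xmrk* and the *Myc* tumor, and each lay outside the 3 controls of each tumor. With limma over all entries tested, 4 of the 21 up-regulated genes rose in the *xmrk* tumor (12 when adjusted over the list alone) and 1 in the *Myc* tumor (7). Of the 16 down-regulated genes, 8 fell in the *xmrk* tumor (14 when adjusted over the list alone) and 3 in the *Myc* tumor (12). The study chose these genes on these libraries, so the counts over the list alone are not independent evidence of their direction. The tumor suppressor gene *tp53* rose 5.09-fold in the *xmrk* tumor (113 TPM against 22.3 ± 5.95 TPM (SD, n = 3), adjusted p = 0.047). It stood at 80.7 TPM against 22.4 ± 5.82 TPM in the *Myc* tumor (adjusted p = 0.068). The purine synthesis gene *gart* rose 7.69-fold in the *Myc* tumor (114 TPM against 14.8 ± 4.52 TPM (SD, n = 3), adjusted p = 0.044) and stood at 58.3 TPM against 17.5 ± 2.64 TPM in the *xmrk* tumor (0.064). The translation factor gene *eif5a2* (4.83-fold), the cold-inducible RNA-binding protein gene *cirbpa* (6.11-fold) and *rab5if* (C20orf24 in Table 1, 4.92-fold) were the other genes that rose in the *xmrk* tumor. Relative to the median entry, 18 of the 21 up-regulated genes lay higher in the *xmrk* tumor, and 17 of 21 were higher with TMM scaling. No entry is called in the *xmrk* tumor without its X+M-D- control, and the same holds without the X-M-D+ control.

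**Figure D2:**
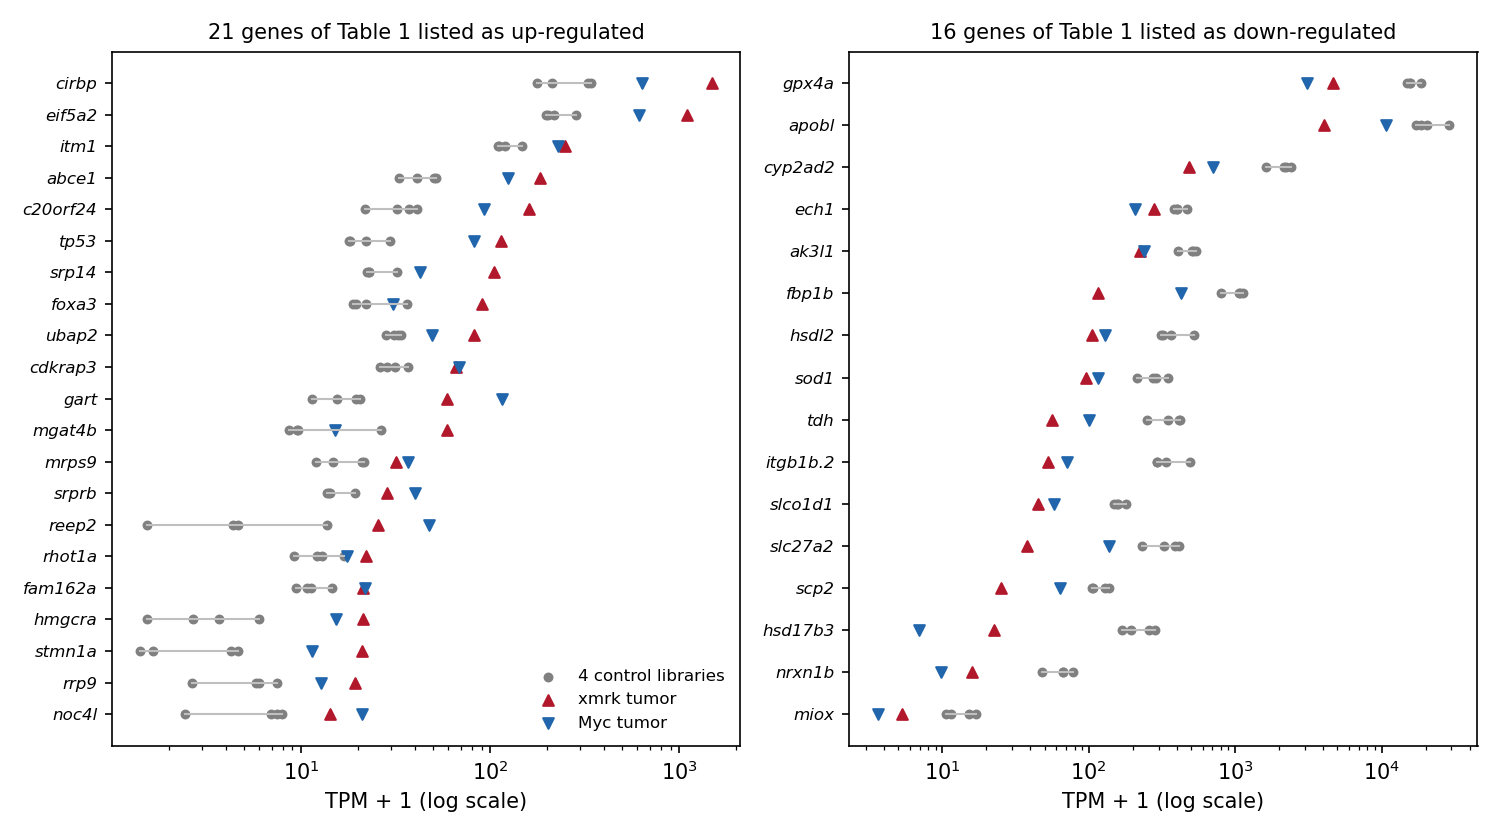
TPM + 1 on a log scale of the 21 up-regulated and 16 down-regulated genes of Table 1 in the 4 control libraries, the *xmrk* tumor and the *Myc* tumor, with 1 point per library. The tumor points lie above the controls of that tumor for all 21 up-regulated genes and below them for all 16 down-regulated genes.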

**Figure 1:**
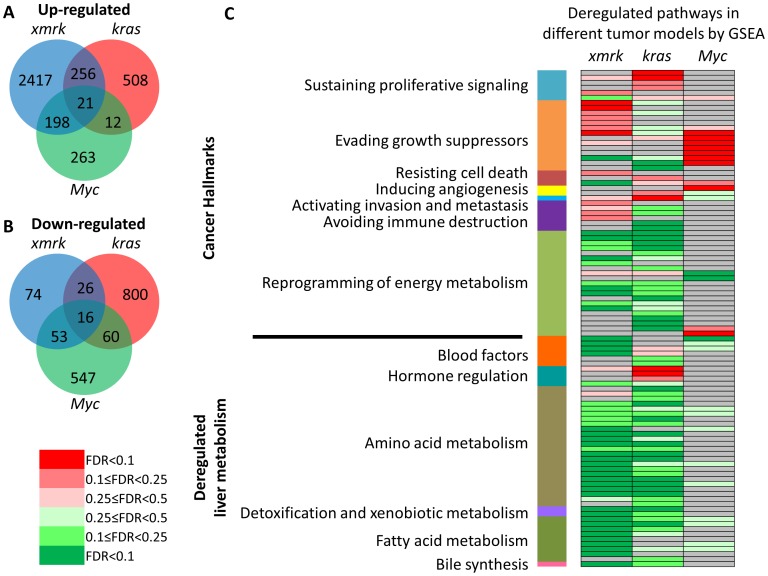
Deregulated genes and pathways in *xmrk*, *kras* and *Myc* transgenic liver tumors. (A) Venn diagram of up-regulated genes in the three zebrafish transgenic HCC models. (B) Venn diagram of down-regulated genes in the three zebrafish transgenic HCC models. (C) Deregulated pathways in the three oncogene transgenic liver tumors. Up- and down-regulated pathways in each zebrafish transgenic HCC model were analyzed by GSEA pre-ranked analysis. Red and green indicate up-and down-regulation respectively and the color code based on FDR is shown on the left. Pathways correlating with grey cells were not detected with any change. The up-regulated pathways were assigned into seven cancer hallmark categories (excluding enabling replicative immortality) according to Hanahan and Weinberg [27] and down-regulated pathways was classified based on different aspects of the liver metabolism (see Table S1 for details).

**Table 1:** Commonly deregulated genes in the three transgenic zebrafish liver cancer models.

	Common	Gene Symbol	Human homolog Gene Symbol	*xmrk*		*kras*		*Myc*	
				FC	P value	FC	P value	FC	P value
Up	18858688	*foxa3*	*FOXA3*	3.58	6.66E-03	1.78	4.16E-02	1.55	9.18E-03
	18858728	*gart*	*GART*	3.32	1.42E-03	2.87	5.87E-03	7.69	6.93E-04
	18859502	*tp53*	*TP53*	5.09	1.43E-03	1.92	1.09E-02	3.61	3.30E-03
	41054118	*c20orf24*	*C20orf24*	4.92	2.13E-03	1.93	2.83E-03	3.14	5.22E-03
	41393080	*itm1*	*STT3A*	1.98	7.59E-03	1.56	3.02E-02	2.01	8.07E-04
	47086630	*rhot1a*	*RHOT1*	1.62	3.11E-02	1.87	3.00E-02	1.58	3.39E-02
	47087206	*abce1*	*ABCE1*	4.12	1.97E-03	6.79	1.25E-02	3.01	4.40E-03
	50344865	*cdkrap3*	*CDK5RAP3*	2.09	4.98E-03	1.85	2.06E-02	2.42	1.43E-03
	50345019	*mgat4b*	*MGAT4B*	4.09	1.62E-02	20.55	2.92E-02	1.70	3.03E-03
	50540209	*srprb*	*SRPRB*	1.85	2.00E-02	4.47	6.89E-04	2.65	5.84E-03
	55742596	*eif5a2*	*EIF5A2*	4.83	1.09E-03	1.45	4.07E-03	2.98	2.14E-04
	62955566	*cirbp*	*CIRBP*	6.11	1.63E-03	2.00	3.17E-02	2.16	1.44E-02
	66773145	*noc4l*	*NOC4L*	2.67	4.20E-02	1.63	3.58E-02	4.34	1.05E-02
	71834591	*reep2*	*REEP2*	4.38	3.51E-02	7.17	3.26E-03	8.38	7.95E-03
	76253887	*srp14*	*SRP14*	4.17	1.62E-03	1.71	1.61E-02	1.91	1.15E-04
	94536632	*stmn1a*	*STMN1*	13.83	2.30E-03	3.05	4.93E-03	4.30	1.56E-02
	113679133	*mrps9*	*MRPS9*	1.71	2.85E-02	1.56	3.71E-02	2.40	1.59E-02
	121583749	*hmgcra*	*HMGCR*	7.42	5.42E-03	30.45	7.30E-04	8.71	2.41E-03
	126723627	*ubap2*	*UBAP2*	1.94	3.33E-02	1.88	4.99E-03	1.58	9.64E-03
	148225559	*fam162a*	*FAM162A*	2.15	2.76E-03	2.16	4.72E-02	1.97	2.22E-02
	169646807	*rrp9*	*RRP9*	4.20	1.01E-02	2.99	3.32E-02	2.71	3.48E-02
Down	23308680	*cyp2ad2*	*–*	4.35	1.99E-02	9.09	8.07E-03	2.94	2.73E-02
	41053663	*scp2*	*SCP2*	5.00	9.46E-03	2.94	2.02E-02	1.96	2.17E-02
	41055025	*hsd17b3*	*HSD17B3*	10.00	3.20E-02	100.00	7.61E-03	33.33	1.66E-02
	41152446	*hsdl2*	*HSDL2*	3.85	4.21E-02	2.13	3.55E-02	2.56	6.38E-03
	47085884	*fbp1b*	*FBP1*	9.09	3.91E-04	8.33	1.86E-02	2.38	2.87E-02
	47086066	*tdh*	*TDH*	6.67	3.28E-02	2.86	1.50E-02	3.45	3.93E-02
	47086178	*itgb1b.2*	*ITGB1*	7.14	4.19E-02	7.14	6.40E-03	4.35	3.30E-03
	47086928	*ak3l1*	*AK3L1*	2.17	2.31E-02	10.00	1.56E-03	2.00	2.17E-02
	54400637	*ech1*	*ECH1*	1.52	2.29E-02	2.17	3.78E-03	2.00	1.51E-02
	55925455	*gpx4a*	*GPX4*	3.57	6.79E-03	2.27	3.32E-02	5.26	7.31E-03
	56790261	*sod1*	*SOD1*	2.94	4.18E-02	1.85	5.32E-03	2.27	2.48E-02
	70778900	*slc27a2*	*SLC27A2*	9.09	3.26E-02	5.00	5.13E-03	2.78	1.08E-02
	71834285	*apobl*	*APOB*	5.26	4.21E-02	1.79	1.20E-02	1.75	1.46E-02
	71834671	*miox*	*MIOX*	3.13	3.05E-02	9.09	8.07E-03	4.55	4.30E-02
	121583789	*nrxn1b*	*NRXN1*	4.76	4.87E-03	1.96	2.18E-02	6.67	1.51E-02
	148230211	*slco1d1*	*–*	3.70	6.22E-03	4.17	1.00E-04	2.70	1.11E-03

### Distinct Pathways Regulated in the Three Zebrafish Liver Tumor Models

Pathway analysis using GSEA showed that the three transgenic liver cancer models have different pathways deregulated (Figure 1C, Table S5). It has been widely accepted that there are eight cancer hallmarks for multistep tumorigenesis and the complexities of neoplasms [27], [28]. We found that the GSEA-identified pathways fallen into at least seven cancer hallmarks (except for enabling replicative immortality). 

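Of 39 proteasome genes tested in the *xmrk* tumor, 15 rose (32 when adjusted over the list alone) and none fell. They include *psmb10*, a catalytic subunit of the immunoproteasome (253 TPM against 13.5 ± 3.19 TPM (SD, n = 3), 18.7-fold), and *psma3* of the core particle (534 TPM against 45.6 ± 28.6 TPM, 11.7-fold). Of 26 cell cycle and DNA replication genes, 7 rose (21 over the list alone). The replication clamp *pcna* rose 13.8-fold, the mitotic kinase *aurkb* 18.8-fold and the nuclear import gene *kpna2* 23.6-fold. Of 57 such genes with an entry, 26 passed the filter with *xmrk* and 6 with *Myc*, and *aurkb* and *kpna2* passed only through the *xmrk* tumor. Such members must lie higher there, so the counts, the median and the tests of this list partly follow from the filter. Of 21 genes of antigen presentation and the interferon response, 6 rose (17 over the list alone), among them the signal transducer *stat1b* (14.0-fold) and the proteasome activator *psme1* (9.88-fold). Of 26 leukocyte markers, 5 rose (17 over the list alone), namely *cd63* (1859 TPM against 112 ± 36.6 TPM, 16.7-fold), *c1qb*, *cyba*, *lgals9l1* and *lgals9l3*. The leukocyte markers summed to 6928 TPM in the *xmrk* tumor and to 1063 to 2207 TPM in its controls. Of the tumor's sum, *cd63* gave 1859 TPM, *cd74a* 981 TPM and *cd74b* 1866 TPM. Of 27 markers tested in either tumor, 17 exceed 10 TPM in the mean of the control livers and 8 are in another list. The antigen presentation list also holds *cd74a* and *cd74b*, and the proteasome list also holds *psme1*, so these lists are not independent. The medians of the 4 lists lay 1.37, 1.77, 1.44 and 0.99 log2 units above the median entry. The test of the lists against all other entries (camera) gave adjusted p-values of 7.7e-07, 4.2e-04, 0.0012 and 0.0073. With an estimated correlation between the genes of a list, adjusted p = 0.54, 0.49, 0.54 and 0.60. By fgsea the leukocyte list does not pass (0.072) and the others do (2.9e-06, 2.7e-05 and 0.025). None of these gene calls holds without the X+M-D- control or without the X-M-D+ control, and edgeR with TMM makes none of them (DESeq2 calls 8 of the proteasome, 4 of the cell cycle, 4 of the antigen presentation and 3 of the leukocyte genes higher).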

*Xmrk* mainly up-regulated pathways involved in evading growth suppressors and avoiding immune destruction, which included activating cell cycle, promoting RNA transcription, up-regulating proteasome and altering immune properties. *Kras* provided the tumor cells with the ability of self-sustaining proliferative signals by up-regulating EGFR, Raf-MEK-ERK, PI3K-AKT-mTOR and GSK3 signaling pathways. Specifically, it also altered the focal adhesive characters of tumor cells which could activate invasion and metastasis. 

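Genes of protein synthesis lay higher in the *Myc* tumor as a group. Of 72 cytosolic ribosomal protein genes, 3 rose (63 when adjusted over the list alone) and 71 lay above the median entry. The genes that rose were *rps26l* (19088 TPM against 4339 ± 459 TPM (SD, n = 3), 4.40-fold), *rplp2b* (4.84-fold) and *faua* (4.87-fold). Of 51 genes of ribosome biogenesis, *utp4*, a factor of small subunit assembly, rose 6.61-fold (4 genes over the list alone), and all 51 lay above the median entry. Of 10 aminoacyl-tRNA synthetase genes, the arginyl-tRNA synthetase gene *rars1* rose 4.64-fold (5 genes over the list alone). Of 49 translation factor genes, limma called none (19 higher at an unadjusted p under 0.05) and DESeq2 17. The elongation factor gene *eef1a1l1* stood at 14986 TPM against 4528 ± 1598 TPM (adjusted p = 0.089). The medians of the ribosomal protein, biogenesis, synthetase and factor lists lay 2.23, 1.70, 1.88 and 1.36 log2 units above the median entry. The camera test gave adjusted p-values of 8.1e-42, 6.4e-21, 3.4e-06 and 9.3e-13, and adjusted p = 0.32 for each of the 4 lists with an estimated correlation. Of VEGF ligands, receptors and hypoxia factors, only 4 genes passed the filter and limma, edgeR and DESeq2 called none (1 lower at an unadjusted p under 0.05). The hypoxia factor gene *epas1b* stood at 3.10 TPM against 19.8 ± 12.0 TPM (adjusted p = 0.11) and the oxygen sensor gene *egln3* at 22.2 TPM against 43.0 ± 28.2 TPM (0.51). No gene of the *Myc* tumor is called by edgeR with any scaling or by limma on TPM rescaled by TMM, whereas DESeq2 keeps all 14 rises.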

*Myc* mainly up-regulated translation and proteolysis to assist tumor cells to evade growth suppressors, and it also up-regulated VEGF pathway, thus potentially inducing angiogenesis. 

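In the *Myc* tumor, 25 of 29 proteasome genes tested lay above the median entry, though limma called none higher (0 at an unadjusted p under 0.05, and 0 by edgeR and DESeq2). The ubiquitin receptor gene *psmd4a* fell 17.7-fold (2.15 TPM against 38.1 ± 3.47 TPM (SD, n = 3), adjusted p = 0.036). The list median lay 0.66 log2 units above the median entry (camera adjusted p = 0.012, adjusted p = 0.56 with an estimated correlation, and 0.050, which is not a call, without the X-M-D- control). Between the tumors, 18 of 39 proteasome genes were higher in the *xmrk* tumor than in the *Myc* tumor (25 over the list alone) and none lower (camera adjusted p = 8.0e-04, and adjusted p = 0.35 with an estimated correlation). Of 12 aminoacyl-tRNA synthetase genes tested in the *xmrk* tumor, the cysteinyl-tRNA synthetase gene *cars1* rose 8.26-fold (4 genes over the list alone), and the list did not pass (adjusted p = 0.14). Of 25 genes of focal adhesion and actin linkage, 5 rose and 1 fell in the *xmrk* tumor (14 and 1 over the list alone). The GTPase *rac1a* rose 7.85-fold (193 TPM against 24.5 ± 5.59 TPM (SD, n = 3)), the integrin-linked kinase *ilk* 5.21-fold and the actin cross-linker *actn1* 12.4-fold, while *lama4* and *ppp1cab* rose and *itgb1b.2* fell as well. Of these, *actn1* passed the filter only through the *xmrk* tumor, so it must lie higher there. The list lay 0.79 log2 units above the median entry (camera adjusted p = 0.014), and with an estimated correlation adjusted p = 0.48 (0.18 with a filter at 1 TPM, 0.070 by fgsea). The *xmrk* calls are lost without the X+M-D- or without the X-M-D+ control, and the fall of *psmd4a* is lost in limma on TPM rescaled by TMM and in edgeR, but kept by DESeq2 (adjusted p = 5.9e-05).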

While there was no single pathway significantly up-regulated in all three tumor models, there were some pathways up-regulated in two models, such as proteasome in the *xmrk* and *Myc* models, and IGF1 pathway, mTOR pathway, tRNA biosynthesis and focal adhesion in the *xmrk* and *kras* models. In contrast, pathways in reprogramming of energy metabolism were generally down-regulated in all three models though the down-regulation in the *Myc* model was less apparent than the other two models. 

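In the *xmrk* tumor, 4 of 27 genes of glycolysis and gluconeogenesis fell and 1 rose (7 and 2 when adjusted over the list alone). The liver aldolase gene *aldob* fell 11.6-fold (128 TPM against 1479 ± 694 TPM (SD, n = 3)), *pgam2* 13.5-fold and the lactate dehydrogenase gene *ldhbb* 6.96-fold, *fbp1b* fell as well and *gapdhs* rose. In the *Myc* tumor, 1 of 26 fell (4 over the list alone), the glucose-6-phosphatase gene *g6pc1a.1* (10.3 TPM against 91.2 ± 6.19 TPM (SD, n = 3), 8.88-fold). Of 66 oxidative phosphorylation genes, none fell in the *xmrk* tumor by limma (3 lower at an unadjusted p under 0.05, 0 by edgeR with TMM, 10 by DESeq2), and the cytochrome c oxidase genes *cox5ba* (10.5-fold) and *cox6a1* (6.32-fold) rose. No citrate cycle gene of 21 was called by limma (0 at an unadjusted p under 0.05, 0 by edgeR with TMM, 3 lower by DESeq2). The medians of these lists were positive on TPM, at 0.22 and 0.12, but lay at -0.76 and -0.87 relative to the median entry, and the camera test, which is relative to other entries, placed both lower. Camera gave adjusted p-values of 2.2e-08 for glycolysis, 0.0024 for oxidative phosphorylation and 0.012 for the citrate cycle in the *xmrk* tumor. With an estimated correlation, adjusted p = 0.48, 0.60 and 0.54. In the *Myc* tumor the oxidative phosphorylation list lay 0.78 log2 units above the median entry (adjusted p = 9.3e-06, higher), with no gene of 67 called by limma or edgeR and 5 called higher by DESeq2 (6 higher and 3 lower at an unadjusted p under 0.05). With an estimated correlation, adjusted p = 0.45. The glycolysis list did not pass in the *Myc* tumor (0.068), nor did the citrate cycle list (0.18). Tested directly, the glycolysis list lay at -1.09 log2 units relative to the median difference, lower in the *xmrk* than in the *Myc* tumor, though its median difference on TPM was positive at 0.24 (camera adjusted p = 5.1e-04), and with an estimated correlation adjusted p = 0.35. Leaving out the X+M-D- or the X-M-D+ control ends the *xmrk* gene calls, and scaling by TMM ends that of *g6pc1a.1*.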

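Of 59 genes of amino acid metabolism tested in the *xmrk* tumor, 7 fell and 2 rose (14 and 2 when adjusted over the list alone), and in the *Myc* tumor 1 of 58 fell (18 lower and 1 higher over the list alone). The gene of tryptophan 2,3-dioxygenase, *tdo2b*, fell 14.7-fold in the *xmrk* tumor (48.9 TPM against 718 ± 228 TPM (SD, n = 3)) and 31.3-fold in the *Myc* tumor (18.6 TPM against 584 ± 281 TPM). The genes that rose with *xmrk* were *asns* and *gls2b*. Of genes of xenobiotic metabolism, 4 of 58 fell and 2 rose with *xmrk* (8 and 2 over the list alone), and 4 of 53 fell with *Myc* (6). The cytochrome P450 gene *cyp2x9* fell 15.5-fold with *xmrk* and 12.3-fold with *Myc*, while the glutathione transferase gene *gstm.3* rose 18.4-fold with *xmrk*. The others called were *adh5*, *adh8a* and *adh8b* (lower) and *aldh1a2* (higher) with *xmrk*, and *cyp3a65*, *gstt1b* and *mgst1.1* (lower) with *Myc*. Of 22 genes of plasma proteins, 3 fell and 1 rose with *xmrk* (3 and 1 over the list alone), and 2 of 22 fell with *Myc* (7). The gene *ahsg2* fell 6.33-fold with *xmrk* and 7.76-fold with *Myc*, *apobb.1* and *apoc4* fell with *xmrk*, *apoa1a* fell 20.9-fold with *Myc*, and *apoeb* rose 6.35-fold with *xmrk*. Of 42 complement and coagulation genes, *cpb2* fell and *c1qb* and *cfp* rose with *xmrk*. With *Myc* limma called none of 41 (16 lower at an unadjusted p under 0.05, 3 over the list alone, 1 by DESeq2, 0 by edgeR). Of 39 genes of fatty acid oxidation and transport, *slc27a2a* and *scp2a* fell with *xmrk* (2 over the list alone), and limma called none of 37 with *Myc* (12 lower at an unadjusted p under 0.05, 1 by DESeq2, 0 by edgeR). The bile acid list held 4 tested genes, of which *scp2a* fell with *xmrk* and none was called with *Myc* by limma, edgeR or DESeq2 (0 at an unadjusted p under 0.05). Camera placed the amino acid, xenobiotic, plasma protein, complement and fatty acid oxidation lists lower with *xmrk* (adjusted p = 1.8e-17, 6.1e-11, 4.9e-10, 1.1e-04 and 6.1e-11) and with *Myc* (0.020, 0.015, 6.4e-04, 0.0060 and 0.042), but not the bile acid list (0.11 with *xmrk*, 0.98 with *Myc*). With an estimated correlation, adjusted p = 0.24 to 0.54 with *xmrk* and 0.32 to 0.56 with *Myc* for the first 5 lists. With *Myc* the fatty acid oxidation list also does not pass on TPM rescaled by TMM (0.11) or when any control is left out (0.078 to 0.16), nor the complement list without the X-M+D- control (0.094) or the amino acid list by fgsea (0.072). Genes of the exocrine pancreas, another organ, summed to 721 TPM in the *xmrk* tumor and 586 TPM in the *Myc* tumor, against 1325 to 6139 TPM in the controls. Without the X+M-D- or without the X-M-D+ control no entry at all is called with *xmrk*, so the loss of these gene calls is not particular to these genes. The median log2 fold change of all entries tested stayed at 1.01 and 0.98 there. The gene calls with *Myc* are not made by edgeR or on TPM rescaled by TMM.

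**Figure D3:**
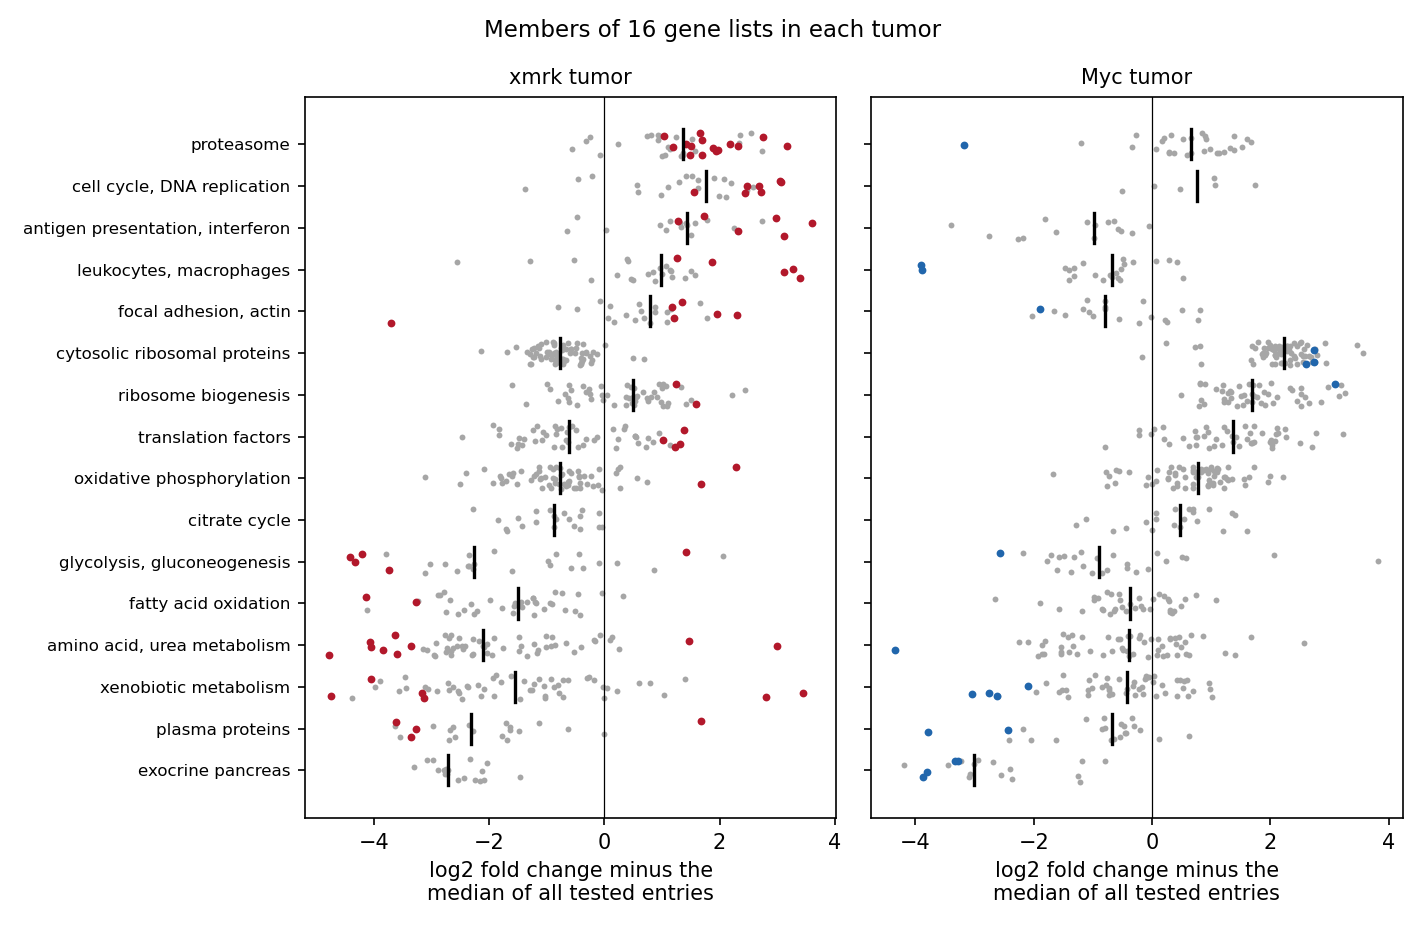
Log2 fold change minus the median of all entries tested, for the genes of 16 lists in the *xmrk* tumor and in the *Myc* tumor against their controls, with 1 point per gene, genes that rose or fell colored and a bar at the list median. The ribosomal protein list lies at 2.23 in the *Myc* tumor and -0.77 in the *xmrk* tumor, and the amino acid list at -0.38 and -2.11. Without the median subtracted, the ribosomal protein list lay at 0.21 in the *xmrk* tumor.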

Meanwhile, many other pathways involved in normal liver function such as blood factors, amino acid metabolism, detoxification and xenobiotic metabolism, fatty acid metabolism, and bile synthesis were uniformly down-regulated in all three tumor models. However, one exception was hormone regulation that was apparently up-regulated in the *kras* tumors.

### Correlation of the Three Gene Signatures of Zebrafish Liver Tumors with Different Stages of Human HCCs

The up-regulated genes, 2,892, 797 and 494 from *xmrk*, *kras* and *Myc* tumors respectively, were used as the signature genes for each model. These up-regulated genes were converted to 1,362, 490, and 146 human Unigenes respectively in order to compare with available transcriptomic data from human studies. We then compared the three signature gene sets with a set of human transcriptomic data (GSE6764) from different stages of human liver conditions: cirrhotic liver, low grade dysplastic nodules (LGDN), high grade dysplastic nodules (HGDN), and very early, early, advanced, and very advanced HCC (veHCC, eHCC, aHCC and vaHCC), in which the pathological HCC stages have been defined by tumor size, differentiation status and metastasis level [25]. The three signature gene sets were all up-regulated as the disease progresses, but they started to be up-regulated at different stages of tumorigenesis (Figure 2). The *xmrk* signature showed positive correlation with HCCs starting from eHCC, and it was significantly correlated with aHCC and vaHCC. The *kras* signature positively correlated with aHCC and vaHCC, and it was only significantly correlated with vaHCC. The *Myc* signature showed significantly positive correlation with HCCs starting from eHCC, similar with our previous result using an independent set of RNA-seq data from the same transgenic line [6]. Interestingly, the common 21 up-regulated genes in all three tumor models also showed up-regulation even from the very early stage of HCC, indicating these genes are correlated with the entire neoplastic process.

**Figure 2:**
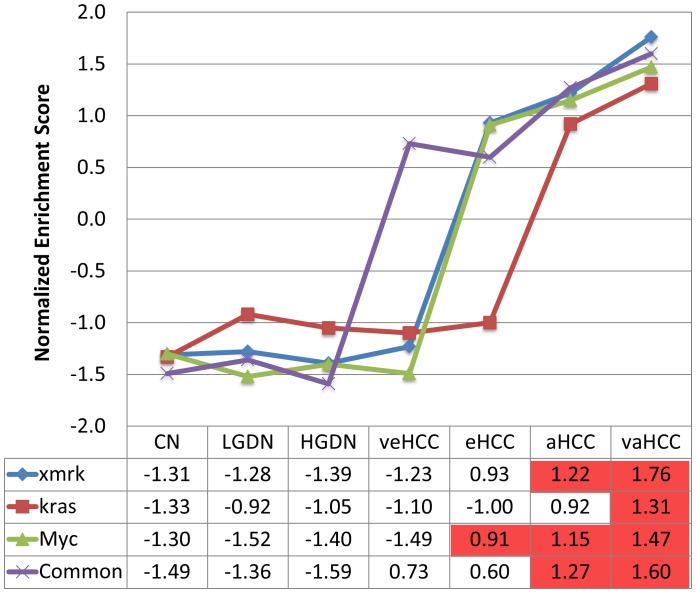
Correlation of the zebrafish liver tumor signatures with different stages of human hepatocarcinogenesis. The up-regulated gene signatures from the three transgenic tumors (xmrk, kras and Myc) and 21 commonly up-regulated genes (Common) were used for GSEA and NESs (normalized enrichment scores (y-axis) are plotted against different stages of human HCCs (x-axis). NES is listed in the table and asterisk indicate statistical significance: FDR<0.25. Abbreviations: CL, cirrhotic livers; LGDN, low grade dysplastic nodules; HGDN, high grade dysplastic nodules; veHCC, very early HCC; eHCC, early HCC; aHCC, advanced HCC; vaHCC, very advanced HCC.

### Representation of the Three Gene Signatures of Zebrafish Liver Tumors in Human HCC Samples

Given the distinctive pathways altered in the three zebrafish liver tumor models and the high level of heterogeneity in human HCC patients, we sought to examine the degree of representation of the three zebrafish liver cancer models in human HCC samples. We examined ten sets of published clinical HCC microarray data, each of which included at least 80 clinical samples. The ten datasets contain a total of 1,272 samples covering different ethnic groups and risk factors (Table S2). We found that the *xmrk*, *kras* and *Myc* gene signatures were significantly correlated with 30.8%, 24.8% and 25.6% of all clinical samples, respectively. 47.2% of the human HCC samples had significant correlation with at least one of the three zebrafish gene signatures (Table 2, Figure S2). In different human HCC datasets, the percentage ranges from 22.0% to 60.4%. Moreover, some of the clinical samples were correlated with two or even three zebrafish gene signatures. Co-correlation of two gene signatures, namely *xmrk*/*kras*, *kras*/*Myc* and *kras*/*Myc,* accounted for 17.5%, 13.5% and 12.4% of the human HCC samples. 9.3% of the human samples showed co-correlation of all the three gene signatures. Thus, it appears that the three transgenic zebrafish liver tumor models represent molecular mechanisms of hepatocarcinogenesis in almost half of the human HCC cases and the other half of human HCC may be due to different molecular mechanisms.

**Table 2:** Degree of representation of the three transgenic zebrafish liver cancer signatures in human HCCs.

	GEO accession	*xmrk*	*kras*	*Myc*	Total*	*xmrk*/*kras*	*xmrk*/*Myc*	*kras*/*Myc*	*xmrk*/*kras*/*Myc*
A	GSE364	12.6%	17.2%	19.5%	31.0%	8.0%	6.9%	6.9%	3.4%
B	GSE1898	9.9%	11.0%	16.5%	22.0%	8.8%	7.7%	7.7%	6.6%
C	GSE10141	28.8%	25.0%	17.5%	46.3%	16.3%	7.5%	5.0%	3.8%
D	GSE9843	35.2%	23.1%	25.3%	54.9%	14.3%	9.9%	8.8%	4.4%
E	GSE19977	37.8%	21.3%	25.0%	45.1%	20.1%	18.9%	13.4%	13.4%
F	GSE10186	32.2%	27.1%	12.7%	44.9%	19.5%	5.1%	6.8%	4.2%
G	GSE20017	44.4%	23.7%	30.4%	50.4%	23.0%	24.4%	17.8%	17.0%
H	GSE25097	34.7%	31.0%	34.7%	60.4%	20.1%	14.9%	15.3%	10.4%
I	GSE5975	26.9%	32.4%	32.4%	46.2%	22.3%	17.2%	21.4%	15.5%
J	GSE14520	30.5%	20.0%	20.5%	47.6%	11.4%	10.0%	6.2%	3.3%
	Total	29.2%	23.5%	23.8%	47.2%	16.9%	12.5%	11.5%	8.8%

Percentages indicate the percentages of human HCC samples which showed significant positive correlation (FDR<0.25) with the zebrafish liver cancer signatures.

*Total: The total percentage of human HCCs which showed significant correlation with any one or more of the zebrafish signatures.

We further demonstrated that the subsets of human HCCs which showed significantly positive correlation with the same gene signature also shared similar up-regulated pathways (Figure 3, Table S6). For this analysis, each of the human HCC sets was separated into two subgroups: those showing significant correlation with one of the zebrafish signatures, and the rest. Differentially expressed genes between the two groups were identified by two-tailed t-test, and pathway analyses were performed by GSEA pre-ranked analysis. The pathways were subjected to hierarchical clustering by logarithm-transformed FDR values using MeV [29], [30]. As shown in Figure 3, the pathways differentially regulated in human HCCs which showed significant correlation with one of the zebrafish signatures had distinct patterns. The pathway cluster A is consisted of pathways up-regulated in all the three subgroups, including proteasome, tRNA biosynthesis and oxidative phosphorylation. Ribosome, transcription and translation, and cell cycle were also highly up-regulated, suggesting that the human HCC samples significantly correlated with any of the zebrafish signatures were probably more proliferative than those not significantly correlated. The pathway cluster B contains pathways down-regulated in most of the subgroups associated with *xmrk* but up-regulated in the subgroups associated with *kras* and *Myc*. Interestingly, theses pathways were consistent with highly down-regulated pathways in the *xmrk*-induced zebrafish HCC, including energy metabolism, amino acid metabolism, fatty acid metabolism, bile acid biosynthesis, complement pathway, biosynthesis of steroid, and N-glycan biosynthesis. The pathway cluster C is more up-regulated in the *kras*-associated HCC subgroups, including glutamate metabolism and glycolysis. It has been reported that *Kras* could increase the conversion of glucose to glutamate, and this was essential for *Kras*-mediated tumorigenicity [31]. The pathway cluster D was generally up-regulated in the *xmrk*- and *kras*-correlated human HCCs, but showed a disparate pattern in the *Myc*-correlated human HCCs. This cluster contained many kinase pathways which were deregulated in the *xmrk*- and *kras*-induced zebrafish liver cancer, but not significantly changed in the *Myc*-induced zebrafish liver cancer. The pathway cluster E was quite heterogeneous. The pathway cluster F was well separated from all the others and it contained pathways which were mostly down-regulated in all the human HCC subgroups associated with zebrafish signatures, including hematopoietic cell lineage, cytokine pathway, calcium signaling, and GPCR pathway. Since most of these down-regulated pathways are involved in inflammatory response, it is likely that the subgroups of human HCCs not captured by the three zebrafish models have more severe inflammatory status.

**Figure 3:**
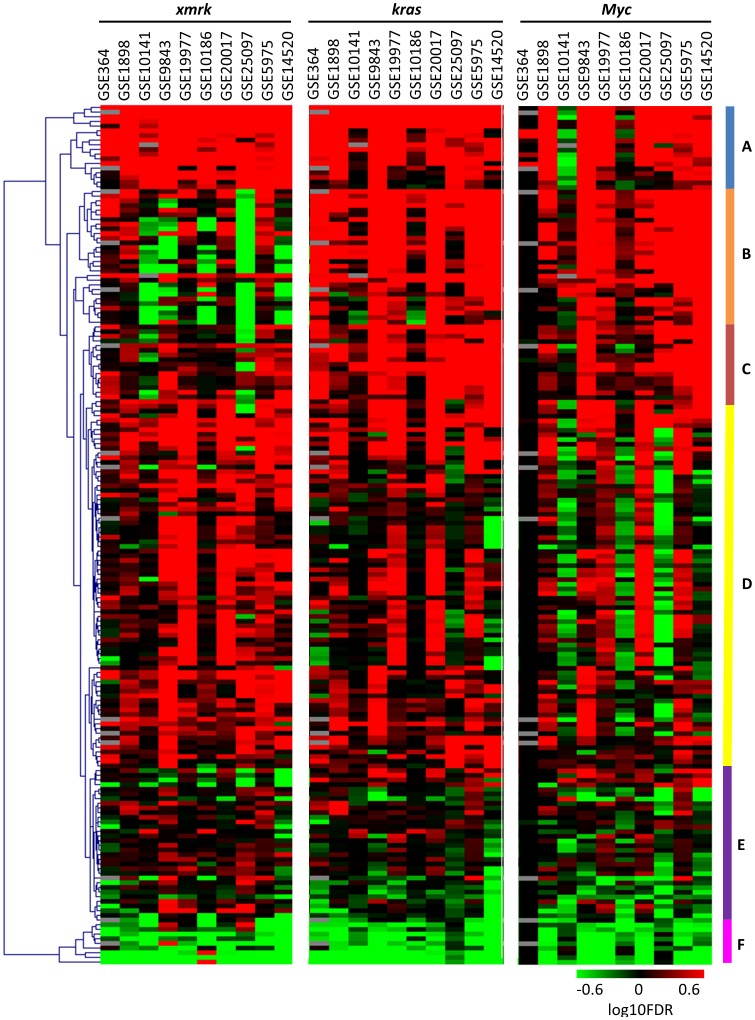
Hierarchical clustering of pathways differentially expressed in the subgroups of human HCCs significantly correlated with the three zebrafish tumor signatures. The color bars represent the logarithm-transformed FDR values. Up-regulated pathways are given positive values (red) and down-regulated pathways negative values (green). Pathways correlating with grey cells are not detected in the pathway analyses. Pathways with either FDR = 1 or not detected in more than five out of the 30 combinations are pre-excluded from the analysis.

### The Commonly Up- and Down-regulated Genes in Zebrafish Liver Tumors are also Consistently Up- and Down-regulated in Human HCCs

While the three gene signatures represent up-regulation of distinct pathways and correlate with different subgroups of human HCCs, we sought to investigate whether the 21 commonly up-regulated and 16 commonly down-regulated genes in all three transgenic models would be similarly regulated in human HCCs. Among the ten human HCC datasets we used, we were able to examine two datasets which included both HCCs and their corresponding non-tumor tissues (GSE14520 and GSE25097). However, only GSE14520 could be compared with the zebrafish data as most of the human genes homologous to the common zebrafish genes could be identified from the microarray platform used: 19 of the 21 up-regulated genes (except *FOXA3* and *MRPS9*) and 12 of the 16 down-regulated genes (except for *cyp2ad2*, *slco1d1*, *TDH* and *MIOX)*. GSE14520 dataset contains 229 primary HCCs and the corresponding paired non-tumor hepatic tissues [32], [33]. The *xmrk*, *kras* and *Myc* signatures were significantly correlated with 30.5%, 20.0%, and 20.5% of the HCC samples, and in total 47.6% of the HCC samples showed significant up-regulation of at least one of the zebrafish liver cancer signatures (Table 2). Among the 19 up-regulated genes, 16 of them were up-regulated in more than half of the HCC patients, and 9 of them were up-regulated in more than 75% of the patients (Figure 4). *STMN1* was up-regulated in 96.9% of the human HCCs from the dataset, which is the most ubiquitously up-regulated. *STT3A* and *SRP14* were up-regulated in 93.0% of the human HCCs. Among the 12 down-regulated genes, 11 of them were down-regulated in more than half of the HCC patients. *FBP1* was down-regulated in 96.9% of the examined human HCCs. FBP1 is a gluconeogenesis regulatory enzyme and it functions to antagonize glycolysis in gastric cancer [34]. *FBP1* is down-regulated in majority of human HCCs by methylation [35]. Restoration of FBP1 expression in human HCC cell lines significantly inhibited cell growth, suggesting that it might function as a tumor suppressor [35].

**Figure 4:**
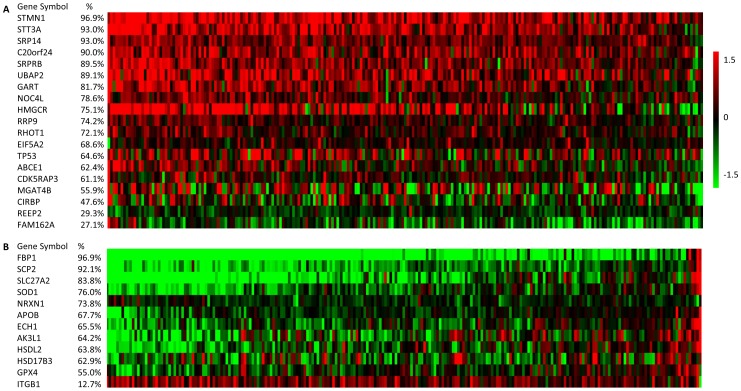
*In silico* validation of the 21 commonly up-regulated and 16 commonly down-regulated genes in human HCC dataset. 19 of the up-regulated genes and 12 of the down-regulated genes were identified in the microarray platform. The red color indicates up-regulation, and the green color indicates down-regulation.

Finally, the expression of these 19 up- and 16 down-regulated genes was also validated by RT-qPCR in all three different types of tumors. As shown in Figure S3, the majority of gene in the majority of tests (∼90%) confirmed consistent trend of changes in the tumor samples.

## Discussion

It is well known that human HCCs are highly heterogeneous; thus, cross-species comparative studies at the transcriptomic level should be valuable to identify conserved and critical pathways in carcinogenesis in vertebrate species. Here we first determined deregulated pathways from each of the oncogene transgenic zebrafish model. Although the three transgenic tumor models had quite distinct deregulated biological pathways, they all correlated to advanced or very advanced HCCs by comparison with gene signatures from human HCCs. Furthermore, we also found that each of the zebrafish model represent a subset of human HCCs. Since our oncogene transgenic lines have well-defined driving pathways in carcinogenesis, the information from the transgenic zebrafish should be valuable for understanding the main molecular mechanisms of each HCC subgroup, which is imperative for developing more effective therapeutics specific for each subgroup. Interestingly, our three oncogene transgenic zebrafish models significantly represent only less than half of the human HCCs and there is a need to develop more and different oncogene transgenic animal models for covering more human HCCs for further understanding of distinct molecular mechanisms in hepatocarcinogenesis, with focus on inflammatory pathways.

In the present study, we also identified a list of commonly deregulated genes in liver tumors induced by different oncogenic signals was identified and their expressional changes in human HCC samples were validated *in silico* (Table 1, Figure 4). These genes could be served as potential therapeutic targets since they were independent of individual oncogenic pathways. The up-regulated genes includes those in protein translation and processing (*eif5a2*, *abce1*, *rrp9*, *srp14*, *itm1*, *srprb*), pro-apoptosis (*rhot1a*, *c20orf24*, *fam162a*) anti-apoptosis (*tp53*), cell cycle regulation (*stmn1a*, *cdkrap3*), purine synthesis (*gart*), rRNA processing (*noc4l*), G protein-coupled receptors signaling (*reep2*), n-glycan biosynthesis (*mgat4b*), stress response (*cirbp*), ubiquitination (*ubap2*), peroxisome (*hmgcra*), mitochondrial function (*mrps9*) and transcription (*foxa3*). Some of them have been implicated in hepatocarcinogenesis or identified as therapeutic targets. For example, *hmgcra*, a top up-regulated gene in all three tumor models, encodes the rate-limiting enzyme for cholesterol synthesis. 

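The entry of *hmgcra* (121583749 in the files), on chromosome 5 of GRCz12tu from 55052048 to 55076047, stood at 20.3 TPM against 2.74 ± 2.22 TPM (SD, n = 3) in the *xmrk* tumor. This is 7.42-fold higher, with a log2 fold change of 2.72 (standard error 0.89, adjusted p = 0.082 from limma). With *Myc* it stood at 14.3 TPM against 1.64 ± 1.08 TPM (SD, n = 3), 8.72-fold higher (log2 fold change 2.63, standard error 1.41, adjusted p = 0.28). DESeq2 called it in the *Myc* tumor (adjusted p = 0.022) and not in the *xmrk* tumor (0.41). Of 9 genes of cholesterol synthesis tested in the *xmrk* tumor, *cyp51*, a sterol demethylase, rose 4.87-fold (36.0 TPM against 7.39 ± 0.870 TPM, 1 gene over the list alone). With *Myc* limma called none of 6 (0 at an unadjusted p under 0.05, 1 by DESeq2, 0 by edgeR). The list as a whole did not pass in either tumor (camera adjusted p = 0.49 with *xmrk* and 0.37 with *Myc*). The call of *cyp51* is lost without the X+M-D- or without the X-M-D+ control.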

Inhibition of Hmgcr could block tumor cell growth and metastasis [36], but clinical trials with Hmgcr inhibitor (pravastatin) have shown discrepant results [37]–[39], which may be attributed to the genetic heterogeneity of HCCs. The fact that *hmgcra* was highly up-regulated in all of the three transgenic zebrafish liver tumor models and these tumor models represent about half of human HCCs may suggest that it should be a therapeutic target in a broad, though not all, range of HCCs. 

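The entry of *mgat4b* (50345019), on chromosome 14 of GRCz12tu from 18858464 to 19129823, stood at 58.3 TPM against 14.2 ± 9.80 TPM (SD, n = 3) in the *xmrk* tumor, 4.09-fold higher (log2 fold change 2.14, standard error 0.72, adjusted p = 0.086 from limma). The *Myc* tumor had 14.1 TPM against 8.27 ± 0.556 TPM (SD, n = 3), 1.70-fold higher (log2 fold change 0.71, standard error 0.45, adjusted p = 0.36). Among 54 genes of protein translocation, N-glycosylation and folding in the endoplasmic reticulum, 7 rose in the *xmrk* tumor (14 over the list alone). The chaperone genes *hspa5* (18.6-fold, 713 TPM against 38.4 ± 24.9 TPM) and *canx* (9.48-fold) and the co-chaperone gene *dnajb11* (7.73-fold) were among them. For the *Myc* tumor limma called none of 42 (3 higher and 4 lower at an unadjusted p under 0.05, 2 higher by DESeq2, 0 by edgeR). Relative to the median entry the list lay 0.41 higher with *xmrk* (camera adjusted p = 0.022) and 0.59 higher with *Myc* (0.023), and with an estimated correlation adjusted p = 0.54 and 0.38. Without the X-M-D- control the *xmrk* list result ends (adjusted p = 0.051), and that with *Myc* ends with a filter at 1 TPM (0.051), with all 4 controls (0.063) and by fgsea (0.12, against 0.018 with *xmrk*). Leaving out the X+M-D- control, or the X-M-D+ control, ends the 7 calls.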

Another top up-regulated gene, *mgat4b,* is one of the important enzymes in the biosynthetic pathway of N-glycans. N-glycan is up-regulated in human HCC [40] and is associated with drug resistance [41]. Another gene which was highly up-regulated is *stmn1a*. 

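The entry of *stmn1a* (94536632), on chromosome 19 of GRCz12tu from 18370426 to 18373015, stood at 19.9 TPM against 1.44 ± 1.57 TPM (SD, n = 3) in the *xmrk* tumor. Its fold of 13.8 was the largest of the 21 up-regulated genes of Table 1 in that tumor (log2 fold change 3.28, standard error 0.90, adjusted p = 0.060 from limma). With *Myc* it stood at 10.5 TPM against 2.45 ± 1.77 TPM (SD, n = 3), 4.30-fold higher (log2 fold change 1.92, standard error 1.35, adjusted p = 0.40). DESeq2 gave an adjusted p of 0.23 in the *xmrk* tumor and 0.21 in the *Myc* tumor, and the control mean rests on few tags at these levels.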

The human homolog of *stmn1a*, *STATHMIN1,* is over-expressed and is associated with polyploidy, metastasis, early recurrence, and poor prognosis in hepatocarcinogenesis [42]–[44]. It has also been identified as a major molecular target of an anticancer drug [45].

Most of the 16 genes commonly down-regulated (Table 1) are apparently involved in metabolism for normal liver function, including fatty acid metabolism (*cyp2ad2*, *hsdl2*, *ech1*), intracellular fatty acid and lipid transport (*scp2*, *slc27a2*, *apobl*), androgen metabolism (*hsd17b3*), glucose metabolism (*fbp1b*), mitochondria function (*tdh*, *ak4*), integrin complex (*itgb1b.2*), antioxidation (*gpx4a*, *sod1*), inositol catabolism (*miox*), bile acid metabolism (*slco1d1*) and neuron cell adhesion (*nrxn1b*). Several of them may have a direct connection with hepatocarcinogenesis. For example, *Sod1* deficient mice showed extensive cellular oxidative damage and majority of them developed HCC [46]. Moreover, SOD1 has also been markedly down-regulated in human HCCs induced from different etiological factors [47]. 

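In the *xmrk* tumor, the genes of this group that fell were *scp2a*, *hsd17b3*, *fbp1b*, *tdh*, *itgb1b.2*, *slc27a2a*, *apobb.1* (*apobl* in Table 1) and *nrxn1b*. The gluconeogenic enzyme gene *fbp1b* fell 9.45-fold (115 TPM against 1090.0 ± 33.4 TPM (SD, n = 3), adjusted p = 0.029) and the fatty acid transporter gene *slc27a2a* 9.36-fold (36.8 TPM against 344 ± 98.4 TPM, 0.035). With *Myc*, *hsd17b3*, *gpx4a* and *nrxn1b* fell. The steroid dehydrogenase gene *hsd17b3* fell 34.4-fold with *Myc* (5.97 TPM against 205 ± 45.1 TPM (SD, n = 3), adjusted p = 0.036) and 10.0-fold with *xmrk* (21.5 TPM against 215 ± 61.4 TPM, 0.031), and *nrxn1b* fell 6.73-fold with *Myc* and 4.69-fold with *xmrk*. The genes *ech1*, *hsdl2*, *cyp2ad2*, *ak4*, *miox* and *slco1d1* passed in neither tumor. Of these, *ech1* had the smallest fold in the *xmrk* tumor (279 TPM against 422 ± 38.3 TPM, adjusted p = 0.37) and *cyp2ad2* stood at 481 TPM against 2061 ± 392 TPM in the *xmrk* tumor (0.051) and 710.0 TPM against 2083 ± 401 TPM in the *Myc* tumor (0.093). All 16 lay below the median entry in both tumors and were lower with TMM scaling as well, and DESeq2 called 16 with *xmrk* and 4 with *Myc*. On TPM rescaled by TMM *hsd17b3* was no longer called in the *Myc* tumor, though its log2 fold change stayed at -4.44 (-4.87 on TPM). Without the X+M-D- or without the X-M-D+ control the calls in the *xmrk* tumor were lost.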

Gpx4 has also been reported to be associated with multiple types of cancers, including breast cancer [48], colorectal cancer [49], and aggressive prostate cancer [50]; however, no study has presented its correlation with HCC. Both Sod1 and Gpx4 are important components of the cellular antioxidant mechanisms. 

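The entry of *gpx4a* (55925455), on chromosome 22 of GRCz12tu from 17283292 to 17290686, is an abundant one in the control livers. It fell 5.33-fold in the *Myc* tumor (3086 TPM against 16456 ± 1991 TPM (SD, n = 3), adjusted p = 0.044 from limma). In the *xmrk* tumor it stood at 4662 TPM against 16706 ± 1728 TPM (SD, n = 3), 3.58-fold lower (adjusted p = 0.059, and 1.5e-06 by DESeq2). The entry of *sod1* (56790261), on chromosome 10 of GRCz12tu from 30632439 to 30637473, stood at 95.0 TPM against 278 ± 66.7 TPM (SD, n = 3) in the *xmrk* tumor, 2.92-fold lower (adjusted p = 0.089), and at 115 TPM against 258 ± 40.0 TPM (SD, n = 3) in the *Myc* tumor, 2.25-fold lower (0.16). Among 30 antioxidant and stress response genes, the catalase gene *cat* (5.88-fold) and the metallothionein gene *mt2* (8.59-fold) fell and *cirbpa* rose in the *xmrk* tumor (4 lower and 8 higher over the list alone). With *Myc*, *gpx4a*, *hmox1a* and *mt2* (8.72-fold) fell (8 lower over the list alone). The list lay at -0.34 relative to the median entry with *xmrk* (camera adjusted p = 0.032) and at -0.16 with *Myc* (0.45), and with an estimated correlation adjusted p = 0.48 with *xmrk*, where the list also does not pass on TPM rescaled by TMM (0.10), by fgsea (0.40) or when any control is left out (0.055 to 0.071). The median of the list with *xmrk* was positive on TPM (0.64), at percentile 74 of random lists matched on mean expression. The falls in the *Myc* tumor are not called by edgeR, and those in the *xmrk* tumor are lost without the X+M-D- or without the X-M-D+ control.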

The down-regulation of these two genes in the three transgenic zebrafish liver cancer models suggested that oxidative damage is a common and conserved part of hepatocarcinogenesis.

## Supporting Information

Figure S1 **Induction of liver tumors in the three zebrafish transgenic liver cancer models.** (A–D) Gross morphology of treated transgenic fish and the non-transgenic siblings. The treated non-transgenic siblings have normal liver size and gross morphology (A). The livers in the treated transgenic fish were obviously enlarged (B–D) compared to the treated non-transgenic siblings (A). (E–H) Histological examination of the treated transgenic fish and non-transgenic siblings. Treated *xmrk* fish developed HCC (F), treated *Myc* fish developed HCA (G), and treated *kras* fish developed heterogeneous HCC (H). The liver was circled out in white dotted lines. Scale bars: 25 mm for A–D, 50 µm for E–H.
(TIF)

Figure S2 **Correlation of the three transgenic zebrafish liver cancer signatures with human HCC samples.** The heat maps showed the positive- and negative-correlation of the three transgenic zebrafish liver cancer signatures with 9 sets of human HCC samples, including GSE364 (A), GSE1898 (B), GSE10141 (C), GSE9843 (D), GSE19977 (E), GSE10186 (F), GSE20017 (G), GSE25097 (H) and GSE5975 (I). The color was determined by normalized enrichment score (NES) of the GSEA analysis. The red color indicates up-regulation or positive correlation, and the green color indicates down-regulation or negative correlation.
(TIF)

Figure S3 **RT-qPCR validation of commonly up- and down-regulated genes in three transgenic zebrafish liver tumors.** (A) Up-regulated genes. (B) Down-regulated genes. Gene names are indicated at the top and transgenic lines are indicaed on the left. RT-qPCR data are presented with red bars in comparison with corresponding RNA-Seq data represented by blue bars. Y-axes indicate fold changes on Log2 scale. Standard error bars are included for the RT-qPCR data and asterisks indicate statistically significance (P<0.05).
(TIF)

Table S1 **Summary of RNA-SAGE data.**
(DOCX)

Table S2 **Significantary up-regulated zebrafish genes with mapped human homologs.**
(XLSX)

Table S3 **Summary of human HCC datasets used in the present Study.**
(DOCX)

Table S4 **Sequences of PCR primers used for RT-qPCR validation of commonly up- and down-regulated genes in zebrafish liver tumors.**
(DOCX)

Table S5 **Details of pathways deregulated in the three transgenic zebrafish liver cancer models as classified into the seven cancer hallmarks and different aspects of the liver metabolisms.**
(DOCX)

Table S6 **Details of pathways differentially expressed in the subgroups of human HCCs which showed significantly correlation with the three zebrafish signatures.**
(DOCX)

# Supplementary material for: Xmrk, Kras and Myc Transgenic Zebrafish Liver Cancer Models Share Molecular Signatures with Subsets of Human Hepatocellular Carcinoma
**Source:** PLoS One. 2014 Mar 14;9(3):e91179. doi: 10.1371/journal.pone.0091179
**Supplement:** Table S1 — Summary of RNA-SAGE data.

**Table S1. Summary of RNA-SAGE data**

|  | Total tag reads | RefSeq entries |
| --- | --- | --- |
| X-M-D- | 14,937,923 | 13,956 |
| X+M-D- | 18,129,256 | 12,478 |
| X-M+D- | 11,929,959 | 13,592 |
| X-M-D+ | 14,390,779 | 13,465 |
| X+M-D+ | 10,500,931 | 13,277 |
| X-M+D+ | 14,998,311 | 12,494 |
| KC1 | 22,319,162 | 12,159 |
| KC2 | 20,809,613 | 11,757 |
| KT1 | 21,749,743 | 12,691 |
| KT2 | 23,397,434 | 11,181 |

Abbreviations: X, *xmrk*; M, *Myc*; D, doxycycline treatment; KC, *kras* transgenic fish without mifepristone induction; KT, *kras* transgenic fish with mifepristone induction.

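The total tag reads of Table S1 are all sequenced tags of a library, and the deposited values rest on those mapped to RefSeq mRNA entries. The mapped tags recovered from the values made up 16.6% of the paper's total for the X+M-D- control, 24.4% for the *xmrk* tumor (X+M-D+), 25.7% for the X-M-D+ control, 27.9% for the *Myc* tumor (X-M+D+), 29.7% for the X-M+D- control and 32.3% for the X-M-D- control. The files list 12414 entries for the *xmrk* tumor, 11666 for the *Myc* tumor and 11663 to 13049 for the controls. In the *xmrk* tumor 4893 entries exceed 10 TPM, in the *Myc* tumor 2964, and in the controls 3456 to 3540. The 20 most abundant entries took 32.7% of the tags in the *xmrk* tumor, 44.1% in the *Myc* tumor and 43.0% to 45.9% in the controls.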

# Supplementary material for: Xmrk, Kras and Myc Transgenic Zebrafish Liver Cancer Models Share Molecular Signatures with Subsets of Human Hepatocellular Carcinoma
**Source:** PLoS One. 2014 Mar 14;9(3):e91179. doi: 10.1371/journal.pone.0091179
**Supplement:** Table S3 — Summary of human HCC datasets used in the present Study.

**Table S3. Summary of human HCC datasets used in the present study**

|  | GEO accession | Origin of samples | Patient etiology | Number of samples | Technical platform | References |
| --- | --- | --- | --- | --- | --- | --- |
| A | GSE364 | China | 97.5% male, 97.5% HBV | 87 | GPL257 NCI_UniGEM2_HCC | (1) |
| B | GSE1898 | China, Belgium | 78.9% male, 62.2% HBV and 12.2% HCV | 91 | GPL1528 NCI/ATC Hs-OperonV2 | (2, 3) |
| C | GSE10141 | Japan |  | 80 | GPL5474 Illumina Human 6k Transcriptionally Informative Gene Panel for DASL | (4, 5) |
| D | GSE9843 | Spain, Italy, USA | 66.7% male, 100% HCV | 91 | GPL570 Affymetrix Human Genome U133 Plus 2.0 Array | (5-7) |
| E | GSE19977 | USA, Italy, Spain, Japan | 73.3% male, 23.1% HBV and 61.5% HCV | 164 | GPL8432 Illumina HumanRef-8 WG-DASL v3.0 | (5, 7) |
| F | GSE10186 | Japan | 81.4% male, 23.7 HBV and 69.5% HCV | 118 | GPL5474 Illumina Human 6k Transcriptionally Informative Gene Panel for DASL | (8) |
| G | GSE20017 | Spain, Italy, USA | 75.6% male, 33.3% HBV and 40.0% HCV | 135 | GPL8432 Illumina HumanRef-8 WG-DASL v3.0 | (9) |
| H | GSE25097 | China | 80.4% male, 86.1% HBV | 268 | GPL10687 Rosetta/Merck Human RSTA Affymetrix 1.0, custom CDF | (10, 11) |
| I | GSE5975 | China | 100%HBV | 238 | GPL1528 NCI/ATC Hs-OperonV2 | (12) |
| J | GSE14520 | China | Mainly HBV | 210 | GPL570 Affymetrix Human Genome U133 Plus 2.0 Array | (13, 14) |

**References**

1. Ye QH, Qin LX, Forgues M, He P, Kim JW, Peng AC, Simon R, et al. Predicting hepatitis B virus-positive metastatic hepatocellular carcinomas using gene expression profiling and supervised machine learning. Nat Med 2003;9:416-423.

2. Lee JS, Chu IS, Mikaelyan A, Calvisi DF, Heo J, Reddy JK, Thorgeirsson SS. Application of comparative functional genomics to identify best-fit mouse models to study human cancer. Nat Genet 2004;36:1306-1311.

3. Lee JS, Heo J, Libbrecht L, Chu IS, Kaposi-Novak P, Calvisi DF, Mikaelyan A, et al. A novel prognostic subtype of human hepatocellular carcinoma derived from hepatic progenitor cells. Nat Med 2006;12:410-416.

4. Hoshida Y, Villanueva A, Kobayashi M, Peix J, Chiang DY, Camargo A, Gupta S, et al. Gene expression in fixed tissues and outcome in hepatocellular carcinoma. N Engl J Med 2008;359:1995-2004.

5. Villanueva A, Hoshida Y, Battiston C, Tovar V, Sia D, Alsinet C, Cornella H, et al. Combining clinical, pathology, and gene expression data to predict recurrence of hepatocellular carcinoma. Gastroenterology 2011;140:1501-1512 e1502.

6. Chiang DY, Villanueva A, Hoshida Y, Peix J, Newell P, Minguez B, LeBlanc AC, et al. Focal gains of VEGFA and molecular classification of hepatocellular carcinoma. Cancer Res 2008;68:6779-6788.

7. Toffanin S, Hoshida Y, Lachenmayer A, Villanueva A, Cabellos L, Minguez B, Savic R, et al. MicroRNA-based classification of hepatocellular carcinoma and oncogenic role of miR-517a. Gastroenterology 2011;140:1618-1628 e1616.

8. Hoshida Y, Nijman SM, Kobayashi M, Chan JA, Brunet JP, Chiang DY, Villanueva A, et al. Integrative transcriptome analysis reveals common molecular subclasses of human hepatocellular carcinoma. Cancer Res 2009;69:7385-7392.

9. Minguez B, Hoshida Y, Villanueva A, Toffanin S, Cabellos L, Thung S, Mandeli J, et al. Gene-expression signature of vascular invasion in hepatocellular carcinoma. J Hepatol 2011;55:1325-1331.

10. Lamb JR, Zhang C, Xie T, Wang K, Zhang B, Hao K, Chudin E, et al. Predictive genes in adjacent normal tissue are preferentially altered by sCNV during tumorigenesis in liver cancer and may rate limiting. PLoS One 2011;6:e20090.

11. Tung EK, Mak CK, Fatima S, Lo RC, Zhao H, Zhang C, Dai H, et al. Clinicopathological and prognostic significance of serum and tissue Dickkopf-1 levels in human hepatocellular carcinoma. Liver Int 2011;31:1494-1504.

12. Jia HL, Ye QH, Qin LX, Budhu A, Forgues M, Chen Y, Liu YK, et al. Gene expression profiling reveals potential biomarkers of human hepatocellular carcinoma. Clin Cancer Res 2007;13:1133-1139.

13. Roessler S, Jia HL, Budhu A, Forgues M, Ye QH, Lee JS, Thorgeirsson SS, et al. A unique metastasis gene signature enables prediction of tumor relapse in early-stage hepatocellular carcinoma patients. Cancer Res 2010;70:10202-10212.

14. Roessler S, Long EL, Budhu A, Chen Y, Zhao X, Ji J, Walker R, et al. Integrative genomic identification of genes on 8p associated with hepatocellular carcinoma progression and patient survival. Gastroenterology 2012;142:957-966 e912.

# Supplementary material for: Xmrk, Kras and Myc Transgenic Zebrafish Liver Cancer Models Share Molecular Signatures with Subsets of Human Hepatocellular Carcinoma
**Source:** PLoS One. 2014 Mar 14;9(3):e91179. doi: 10.1371/journal.pone.0091179
**Supplement:** Table S4 — Sequences of PCR primers used for RT-qPCR validation of commonly up- and down-regulated genes in zebrafish liver tumors.

**Table S4. Sequences of PCR primers used for RT-qPCR validation of commonly up- and down-regulated genes in zebrafish liver tumors**

|  | **gene** | **RefSeq** | **Forward primer 5'-3'** | **Reverse primer 5'-3'** |
| --- | --- | --- | --- | --- |
| Up-regulated | *abce1* | NM_213051.2 | GGAGATTTGATGCTCCCCCT | CCTTTCGGCTTAGGATGGCA |
|  | *c20orf24* | NM_199850.1 | CGAAGCGGAAAGAGGAGGTT | TGATGCAGAATATGGCGATGC |
|  | *cdk5rap3* | NM_001002105.1 | ATCACCACGCTATGTGGAGC | GCAGCCAGCAGATCAATTCG |
|  | *cirbp* | NM_001017797.1 | AGTCGCTAGAGGACGCCTT | TCCACAGACTTTCCGTTCATCCC |
|  | *eif5a2* | NM_213262.1 | CCTCCACCCACAACATGGAC | CAGCCAAAACAGAGACCAGAAAT |
|  | *fam162a* | NM_001089343.1 | TCGGCCGTCAGATTGGGATA | TCCTCTTTCTCTCTCTGGGCA |
|  | *gart* | NM_131617.1 | GCCGCTCTTCTTCCTGGATT | ACTGAAGCCGTTGCTGTGTA |
|  | *hmgcra* | NM_001079977.1 | CCGGAGCCTGTGATGAGTTT | GGGGAATTTGGGACTGAGCA |
|  | *itm1* | NM_201458.2 | TGGATCCATCGTACGCCAAG | ACATGAGACGCACCATCACA |
|  | *mgat4b* | NM_001002180.1 | TAAAGAGCGGGTCAGATGGC | CGATCAGCGGCAGGTCTAAT |
|  | *noc4l* | NM_001024397.1 | AATGGCTTGTTCGTCCCCAT | TACACTGGCAGATGCGTTGA |
|  | *reep2* | NM_001030227.1 | CCACGCTACCTCGTGCTAAA | CACTGTCTTGGTGGTCTGCT |
|  | *rhot1a* | NM_212704.1 | TGCGCTAAAGTCTACAAGAAACAC | AGGTCAGCTTGGGTCATGTG |
|  | *rrp9* | NM_001118895.1 | GTGCCTCAGGCTCCCATAAT | ATCGTCCCAATCTGTGCTCC |
|  | *srp14* | NM_001033741.1 | TCTGACAGAACTGACTCGGC | AGTGCTGACCACTGTGCTGAT |
|  | *srprb* | NM_001002572.1 | TGAGAGAGGCAACAGTTGGAC | CCAGGATGCTGTCTGTGAGG |
|  | *stmn1a* | NM_001040375.1 | TGGCTGCTACAAGTGACATTC | GCTCACGCTTTTCTGCTAGG |
|  | *tp53* | NM_131327.2 | ATTTAGGCTCAGGTTCCCG | GCCAAGTTATCTCCATCCG |
|  | *ubap2* | NM_001082838.1 | GGAGTGAAGATGTGAGTCTCTCTG | ACAGGGTGGCATGTGTGTAG |
|  |  |  |  |  |
| Down-regulated | *scp2* | NM_200865.1 | GTGAAAGATGGTCCCGGTG | TCATGGCCATCCCCATATTCC |
|  | *fbp1b* | NM_213132.1 | CCAGAAGATGGCAGTTCAC | TGGTGGATTGATTCAGGC |
|  | *slc27a2* | NM_001025299.1 | TTAGAGTCTGGTGCGTCCTG | ACGGTTCTGCTGCTTATGA |
|  | *sod1F* | NM_131294.1 | CCGTCTATTTCAATCAAGAGGGTGA | TTGCAACACCACTGGCATCA |
|  | *nrxn1b* | NM_001079959.1 | CAAACTGCACATCGTGAAGGG | CCTGGTGGGAATCGCTCAAT |
|  | *apobl* | NM_001030062.1 | TCGTGACATGAGCGAAGTGG | TGGTGTGGGAATGGTCAACT |
|  | *ech1* | NM_001006068.1 | CCAAAACCAGTGATTGTAGCTGTT | GGGAACACACGGCTGACCAA |
|  | *ak3l1* | NM_213299.1 | GATGACATCACAGGGGAGGC | CAGCGAGCATCTGACTGGAT |
|  | *hsdl2* | NM_199599.2 | GAGAAGTTTGGAGGGATTGAC | GCTGAGGTTTAGTATGTGAGGG |
|  | *hsd17b3* | NM_200364.1 | ACCCTGCAAGCTCCTTGAAA | CTCAACAAAAACCTTTGATGCTGC |
|  | *gpx4a* | NM_001007282.1 | AGGTTTACGCATCCTGGCTT | TCCTTCTCCACCACACTTGGA |
|  | *itgb1b.2* | NM_212928.1 | ACCTTCCATTCAGACGAACCC | CAATCACGTCCGTGCAGACA |
|  |  |  |  |  |
| Housekeeping gene | *bactin2* | NM_181601.3 | GAGAGAGGCTACAGCTTCAC | ACTCCTGCTTGCTAATCCAC |
|  |  |  |  |  |

# Supplementary material for: Xmrk, Kras and Myc Transgenic Zebrafish Liver Cancer Models Share Molecular Signatures with Subsets of Human Hepatocellular Carcinoma
**Source:** PLoS One. 2014 Mar 14;9(3):e91179. doi: 10.1371/journal.pone.0091179
**Supplement:** Table S5 — Details of pathways deregulated in the three transgenic zebrafish liver cancer models as classified into the seven cancer hallmarks and different aspects of the liver metabolisms.

**Table S5. Details of pathways deregulated in the three transgenic zebrafish liver cancer models as classified into the seven cancer hallmarks and different aspects of the liver metabolisms**

# Supplementary material for: Xmrk, Kras and Myc Transgenic Zebrafish Liver Cancer Models Share Molecular Signatures with Subsets of Human Hepatocellular Carcinoma
**Source:** PLoS One. 2014 Mar 14;9(3):e91179. doi: 10.1371/journal.pone.0091179
**Supplement:** Table S6 — Details of pathways differentially expressed in the subgroups of human HCCs which showed significantly correlation with the three zebrafish signatures.

Table S6. Details of pathways differentially expressed in the subgroups of human HCCs which showed significantly correlation with the three zebrafish signatures

How the deposited data were processed for this re-analysis (not part of the article)

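The deposited values of 6 RNA-SAGE libraries were analysed: the *xmrk* tumor, the *Myc* tumor and 4 control libraries. The *kras* libraries were not part of the analysis, so *kras* appears only through the paper's own list in Table S2. Each library is a pool of the livers of 4 to 5 male fish and there is 1 library per condition.

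The authors sequenced 3′ tags cut next to NlaIII sites, and mapped them to RefSeq mRNA entries with at most 2 mismatches. To make the deposited TPM values, which are CPM of mapped tags, the authors scaled the tags of each entry to the mapped tags of its library, without any correction for length. Whole reads were recovered: every value of each library (100%) is a whole number of tags within 0.0055 TPM once the value of 1 tag (0.208 to 0.391 TPM) is known. The mapped tags are 2557881 (*xmrk* tumor), 4187064 (*Myc* tumor), 4818257 (X-M-D- control), 3540440 (X-M+D- control), 3013591 (X+M-D- control) and 3695658 (X-M-D+ control). An entry without a tag could lie at up to 0.623 to 1.17 TPM (3 tags per library), which covers counting error only, since tags without molecular identifiers are not independent molecules.

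Of 16988 entries, 10309 carried an accession in the files and 11 more were given one from Table S2. The reference annotation named 9298 entries (9276 symbols) and left 7690 unnamed, which hold 9.62% to 21.0% of the tags of a library. Genes lie where the GRCz12tu annotation places them, which was used for names and positions only.

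Each tumor was compared with its 3 controls, and the tumors with each other in a model of all 6 libraries, by limma 3.58.1 in R 4.3.3 with a trend in the variance, on log2(TPM + 1), over entries above 10 TPM in at least 1 library of the comparison (5443 for *xmrk*, 4352 for *Myc*, 5543 for the difference). P-values were adjusted by Benjamini and Hochberg, and an adjusted p under 0.05 was taken as a call. The lone tumor library is assumed to vary like the controls, whose spread also holds the effects of genotype and doxycycline. The prior degrees of freedom were 4.40, 4.45 and 4.16 beside 2, 2 and 3 residual ones. The design, written before the data were examined, set edgeR with TMM factors as the test if the files held counts and, if they held TPM, limma, with edgeR on recovered tags as an added alternative. As the files hold TPM, the test of the recovered tags by edgeR 4.0.16 is not the leading test. It calls 2 entries higher in the *xmrk* tumor and none in the *Myc* tumor. The TMM factors are 1.91 for the *xmrk* tumor, 0.676 for the *Myc* tumor and 0.888 to 0.980 for the controls. The alternatives were edgeR with the library size only, DESeq2 1.42.0, TPM rescaled by TMM, factors without the 20 most abundant entries, a pseudocount of 10, a filter at 1 TPM or none, a fold above 1.5 as well, all 4 controls, leaving out each control, and controls not shared between the tumors.

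The paper's criteria were applied as its text gives them: over 10 TPM, a one-sample test of the 3 controls against the tumor value at p under 0.05 and a fold above 1.5. To show what these criteria and the shared controls give without a change, unchanged tumor libraries were simulated from the controls in 100 draws. The calls were also tested on simulated data, with 200 entries changed in each of 20 draws. Changes of 4-fold were recovered for 22.6% (*xmrk*) and 25.6% (*Myc*) of these entries and changes of 8-fold for 62.9% and 61.8%, with 11.7 and 12 false calls per draw.

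The 39 gene lists, the rule for naming genes and the comparisons were fixed before the data were examined. Apart from the Table 1 lists, the lists stand in for the MSigDB pathways that the paper used and are not its gene sets. List members were matched by symbol, then by older symbols. The older symbols naf1, gatb, sycp3 and tapbpl lead to other genes, and these members were left unmatched after the values were seen. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and by fgsea 1.28.0 with 1000 permutations. List medians were also placed among 10000 random lists of the same size matched on mean expression. Camera places 8 lists higher and 14 lower in the *xmrk* tumor, 11 and 16 in the *Myc* tumor, and 7 and 17 between the tumors, counts that include the Table 1 lists, whose genes the study chose on these libraries. None passes with an estimated correlation (lowest adjusted p = 0.24, 0.32 and 0.22).

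Named genes are the 37 genes of Table 1, whose values in the paper had been seen, per tumor the 10 largest rises and 10 largest falls among called and named entries outside all controls, filled from entries meeting the paper's criteria, per list up to 4 called members with the largest log2 fold change or else the 2 most abundant members, other genes the paper names, and the 3 most abundant members of the lists for other cell types. Called members of a list beyond these 4, named where 5 or fewer were called, were chosen after their values were seen. Splits of the samples into other groups were not counted, since the tumor group holds 1 library.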

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

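The tests of the 20 most abundant entries, of pancreas tissue and the scale for the pancreas genes, and of doxycycline and egg material for the vitellogenins were chosen only after the result was seen.

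Some gene lists moved differently in the tumors by a test of the difference itself. Relative to the median difference, the cytosolic ribosomal protein list lay at -3.01 log2 units (camera adjusted p = 1.8e-47) and the oxidative phosphorylation list at -1.35 (8.0e-09), both lower in the *xmrk* than in the *Myc* tumor. On TPM itself the median difference was -1.68 for the ribosomal proteins. For oxidative phosphorylation it was only -0.025, with 2 genes called higher and 2 lower. The lists of focal adhesion (1.12, 8.0e-04), leukocytes (1.29, 7.9e-04) and antigen presentation (1.91, 7.8e-04) were higher in the *xmrk* tumor. Members that pass the filter only through the *xmrk* tumor, such as *actn1* of focal adhesion, must lie higher there. With an estimated correlation, adjusted p = 0.22, 0.34, 0.22, 0.39 and 0.35 for these lists.

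Among 19 measures compared over the 4 controls, 2 had a library far from the others, where chance gives about 1 in 20. The most abundant entry took 17.5% of the tags in the X+M-D- control and 14.5% to 14.6% in the others (gap over range 0.942), and the intestine genes summed to 361 TPM in the X-M-D+ control and to 197 to 211 TPM in the others (0.917).

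The median log2 fold change of all entries tested was 0.98 in the *xmrk* tumor and -0.46 in the *Myc* tumor on TPM. With the 20 most abundant entries left out of the totals it stayed at 0.67 (-0.61 with *Myc*), with all libraries thinned to 2557881 tags at 0.98, and among entries at 30 to 100 TPM in the controls at 0.65. The first and the last of these values argue against a few abundant entries and a low background of tags as the whole account of the shift, whereas thinning keeps the expected TPM and does not decide on the small library, which stays open. The shift is larger at low levels (2.77 below 3 TPM in the controls, -0.27 above 1000 TPM). Entries with a control mean below 3 TPM pass the filter only through the tumor, and with *Myc* their median was 2.66 as well. The filter thus fixes a large value at these levels. A difference in library preparation stays open and was not tested. A broader set of active genes in the *xmrk* tumor, for which the design names the oncogene, may also give the shift and is a hypothesis that was not tested.

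Genes of the exocrine pancreas lay lower in both tumors, with medians -2.71 and -3.01 log2 units relative to the median entry (camera adjusted p = 2.0e-09 and 7.6e-07, with an estimated correlation 0.54 and 0.41, and by fgsea 9.2e-09 and, no call, 0.084). In the *Myc* tumor *cpb1*, *cel.1*, *ctrb.3* and *sycn.2* fell (14 of 19 genes over the list alone), and in the *xmrk* tumor limma called none (2 lower at an unadjusted p under 0.05, 0 by edgeR with TMM, 11 by DESeq2). With TMM scaling the medians were -2.56 (*xmrk*) and -3.08 (*Myc*), against -1.73 and -3.46 on TPM. TMM scaling lowers the values of the *xmrk* tumor relative to its controls, so its median could only move further from 0 and decides nothing there. It raises those of the *Myc* tumor, where the median still stayed low, which argues against the scale there. Pancreas tissue carried over with the control livers cannot be told apart from a change in the tumors: the log2 fold changes of the 10 most abundant genes had an SD of 0.33 with *xmrk*, on the side set for carry-over, and of 1.09 with *Myc*, between the bounds for either reading, and 88.9% of their variance between the controls lay on 1 component. Of the 19 genes, which include *prss1* (367 TPM in the *Myc* tumor and 1008 ± 683 in its controls), 18 exceed 10 TPM in the mean of the control livers of a tumor and 1 is in another list.

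The yolk protein gene *vtg4*, which the text of the paper does not discuss and Table S2 lists as up-regulated with *Myc*, stood at 1031 TPM in the *xmrk* tumor and 779.8 TPM in the *Myc* tumor, against 99.7 to 227 TPM in the 4 controls, all male fish. With *xmrk* 3 of 6 genes of the list rose, *vtg2*, *vtg4* and *zp3b* (for *vtg4* 1031 TPM against 191 ± 55.9 TPM (SD, n = 3), adjusted p = 0.047), while with *Myc* limma called none of 4 genes of the list (2 higher at an unadjusted p under 0.05, 3 by DESeq2, 0 by edgeR), though the list passed camera with *Myc* (adjusted p = 0.0041, 0.41 with an estimated correlation, and 0.0080 by fgsea) and not with *xmrk* (0.36, and 0.072 by fgsea). For 2 of *vtg2*, *vtg4* and *vtg5* the treated non-transgenic control lay within the range of the untreated controls, which argues against doxycycline. With TMM scaling the lower of the tumors' medians of these genes was 1.45, with *xmrk* (*Myc* 2.77), which argues against the scale in the *xmrk* tumor. TMM scaling raises the values of the *Myc* tumor relative to its controls, so it could not lower the median there. No egg envelope gene exceeded 1.19 TPM in the *Myc* tumor, which argues against egg material there. In the *xmrk* tumor *zp3b* reached 25.8 TPM, while *zp2.3* (0.39 TPM), *zp2.5* (0.78 TPM), *zp3* (0 TPM) and *zp3a.1* (2.35 TPM) lay near the floor, so egg material stays open there. A response to estrogen in the tumors is a hypothesis that may be followed up and was not tested.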

How the results depend on the processing

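The setting limma on TPM rescaled by TMM was chosen after seeing the data. The design had named edgeR with TMM for recovered tags, but it was written into the list of alternatives only after seeing the data. No paired analysis was possible because each condition has 1 library and no number pairs the libraries. No entry called in a tumor against its controls changed sign under the settings run, and no list called by camera changed its side relative to all other entries under them. Random lists matched on mean expression gave another picture for some lists. The cytosolic ribosomal protein and the antioxidant and stress response lists, lower by camera with *xmrk*, lay at percentiles 90.07 and 74 of these. The own medians of some called lists with *xmrk* did turn from TPM to TPM rescaled by TMM. These were cytosolic ribosomal proteins (0.21 to -0.82), oxidative phosphorylation (0.22 to -0.79), the citrate cycle (0.12 to -0.85) and antioxidant and stress response (0.64 to -0.39). The balance of rises and falls turned toward falls in the *xmrk* tumor, and between the tumors, with DESeq2 and on TPM rescaled by TMM, and by the paper's criteria toward rises in the *Myc* tumor on the latter scale. On that scale *itm1*, *rhot1a*, *srprb* and *mrps9*, up-regulated in Table 1 and not called here, lay below 0 in the *xmrk* tumor. For single genes and lists, 911 of 1436 values under the alternatives kept their side of the threshold and 525 lost it. Where a count moved, the cause was not tested, apart from what a setting itself fixes, such as fewer controls.

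For the *xmrk* tumor (476 higher, 86 lower), edgeR with library size called 755 higher, edgeR with TMM 2 and 0, the same without the 20 largest entries 2 and 0, DESeq2 186 and 496, and limma on TPM rescaled by TMM 27 higher. A pseudocount of 10 gave 1458 higher, a filter at 1 TPM 0 and 0 (2956 and 374 at an unadjusted p), no filter 1101 and 27, all 4 controls 1393 and 196, and leaving out a control 0 to 266 and 0 to 59 (266 and 59 without X-M-D-, 0 without X+M-D- and 0 without X-M-D+).

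For the *Myc* tumor (14 higher, 99 lower), the 3 edgeR settings, limma on TPM rescaled by TMM, a pseudocount of 10, a filter at 1 TPM and no filter gave 0 and 0 (272 and 832 at an unadjusted p for edgeR with library size, 408 and 1387 for limma with the filter at 1 TPM). DESeq2 gave 230 and 253, all 4 controls 1 and 14, and leaving out a control 73 to 133 and 330 to 411 (73 and 330 without X-M-D-, 85 and 380 without X-M+D-, 133 and 411 without X-M-D+).

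Between the tumors (1314 higher with *xmrk*, 65 lower), edgeR with TMM and that without the 20 largest entries gave 0 and 0 (584 and 795 at an unadjusted p with TMM), edgeR with library size 36 lower, DESeq2 260 and 494, limma on TPM rescaled by TMM 126 and 209, no filter 374 lower, and leaving out a control 607 to 1422 and 13 to 71 (607 and 13 without X-M+D-). Entries called in both (1 higher, 18 lower) were 2 and 106 with DESeq2, 0 and 0 with edgeR by library size or TMM, with limma on TPM rescaled by TMM and with a filter at 1 TPM, 0 and 0 with X-M-D- as the unshared *xmrk* control and 3 higher with X-M-D+. The correlation of the log2 fold changes (0.26) was 0.40 with edgeR by library size and 0.19 and 0.16 with unshared controls. With the X-M-D- control in the tumor's place (0 entries with limma), edgeR by library size called 34.

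By the paper's criteria (*xmrk* 2887 higher and 164 lower, *Myc* 497 and 669, both 219 and 69, all 3 models 21), Benjamini-Hochberg adjustment gave 92 lower for *xmrk*, 90 and 27 for *Myc*, 33 and 6 for both and 5 for all 3 models. TPM rescaled by TMM gave 973 and 506, 1002 and 345, and 144 higher in both. The test on log2(TPM + 1) gave 310 lower for *xmrk*, 1079 lower for *Myc*, and 137 and 175 for both. The test with the prediction error of a new library gave 53 lower for *xmrk*, 326 and 202 for *Myc*, 93 and 13 for both and 11 for all 3 models. Leaving out a control gave 1614 to 1747 and 78 to 88 for *xmrk*, 196 to 340 and 218 to 285 for *Myc*, 55 to 126 and 11 to 42 for both and 9 to 17 for all 3 models (1614 *xmrk* higher without X-M-D-, 1747 without X+M-D-, 1649 without X-M-D+).

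Of the gene lists, with an estimated correlation 0 were higher and 0 lower in each tumor (8 and 14 with *xmrk*, 11 and 16 with *Myc* by camera with the preset correlation), and fgsea placed 5 higher and 6 lower with *xmrk* and 7 lower with *Myc*. With *xmrk* fgsea gave no value for 6 lists, all lower by camera, so its count of lower lists leaves these out. The list counts in this paragraph include the Table 1 lists, chosen by the study on these libraries. Leaving out a control gave 7 to 8 and 12 to 14 lists with *xmrk*, and 10 to 11 and 13 to 15 with *Myc*. In the simulated data 1.8% (*xmrk*) and 1.4% (*Myc*) of 2-fold changes and 75.5% and 76.1% of 16-fold changes were recovered.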

Differences from the paper's values

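The counts and Table 1 folds set beside the paper's all lay within 1.5 times the paper's, the measure used, and 73 of 74 folds lay within 1.1 times the paper's. The exception is *ubap2* in the *xmrk* tumor, at 2.59-fold here and at the paper's 1.94-fold.

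The *kras* sheet of Table S2 holds 797 entries as up-regulated, and 80 of their folds lie below the fold of 1.5 that the paper states, the lowest at 1.06.

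The paper places VEGF signaling higher in the *Myc* tumor. Of 4 tested genes of a list of VEGF ligands, receptors and hypoxia factors, limma, edgeR and DESeq2 called none, and the list median was -0.95 on the log2 scale (-0.49 relative to the median entry). This list, and those of the proteasome, energy metabolism and bile acids below, are not the paper's own gene sets.

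The paper places proteasome genes higher in the *Myc* tumor. No gene of 29 was called higher and *psmd4a* fell, while the list lay 0.66 log2 units above the median entry (camera adjusted p = 0.012, and with an estimated correlation adjusted p = 0.56). The direction of the paper is thus reached relative to the other entries by camera with the preset correlation and by fgsea (adjusted p = 0.043), both chosen before the data were examined, but not without the X-M-D- control (camera adjusted p = 0.050).

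The paper describes energy metabolism as generally lower in all the tumors, less so with *Myc*. The oxidative phosphorylation list lay 0.78 log2 units above the median entry with *Myc* (camera adjusted p = 9.3e-06, higher, and with an estimated correlation adjusted p = 0.45), while the glycolysis list lay at -0.89 (0.068), below 0.05 on TPM rescaled by TMM (0.026), a setting chosen after seeing the values.

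The paper describes bile synthesis as lower in all the tumors. Of 4 tested genes of bile acid synthesis and transport none was called with *Myc* and the list lay at 0.13 relative to the median entry (log2 median -0.33), while with *xmrk* *scp2a* fell and the list lay at -1.10 (camera adjusted p = 0.11).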

Other observations

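The test of the undosed transgenic controls reported here was chosen before its result was seen.

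Some matrix and duct genes rose in the *xmrk* tumor, though neither list passed camera there (adjusted p = 0.46 and 0.89) and only the matrix list passed fgsea (0.0072, and 0.52 for the duct list). Of 16 genes of stellate cells, fibroblasts and extracellular matrix, 6 rose (8 when adjusted over the list alone, 3 higher and 3 lower by DESeq2), among them the collagen gene *col5a2a* (10.5-fold, 79.0 TPM against 7.52 ± 2.14 TPM (SD, n = 3)) and the growth factor gene *ccn2a* (10.6-fold), while in the *Myc* tumor *col1a1a* fell (7 of 12 over the list alone). The keratins *krt8* (5.24-fold) and *krt18a.1* (6.52-fold) rose among 15 bile duct genes (1 higher and 2 lower by DESeq2). They carry most of the sum of the list, which was 15753 TPM in the *xmrk* tumor and 2879 to 3429 TPM in its controls, and without them 1200.2 TPM and 635 to 809.7 TPM, while *krt5* fell 13.3-fold with *Myc*. Of 29 feedback and immediate early genes of EGFR-MAPK signaling, 5 rose with *xmrk* (9 over the list alone): *fosl2* (12.2-fold), *hrasb* (15.9-fold), *pim1* (8.16-fold), *ier2a* and *mych*. Between the tumors, the matrix list (10 of 16 genes) and the EGFR-MAPK list (12 of 29) were higher with *xmrk* (camera adjusted p = 0.011 and 0.026, and with an estimated correlation adjusted p = 0.34 and 0.39). With *Myc* only 12 and 19 genes of these lists passed the filter. The genes *fosl2*, *hrasb*, *mych*, *ccn2a* and *col5a2a* passed it only through the *xmrk* tumor and must lie higher there. The counts and tests of both lists thus partly follow from the filter. No *xmrk* call is made by limma without the X+M-D- or without the X-M-D+ control (1731 and 1502 entries higher at an unadjusted p under 0.05).

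In the *Myc* tumor, camera placed the lists of leukocytes, intestine, endothelium and matrix lower (adjusted p = 0.0041, 0.017, 0.037 and 0.0082), and none of them passed with an estimated correlation (0.41, 0.32, 0.32 and 0.32), while by fgsea only the leukocyte list did (0.043, 0.19, 0.35 and 0.11). The intestine list also does not pass without the X-M-D+ control (0.068), nor the endothelium list when any control is left out (0.083 to 0.11). Of 23 leukocyte markers, the granulin *grna.2* (26.5-fold) and *hmox1a* fell (5 over the list alone), and the sum was 722 TPM against 1548 to 2207 TPM in the 3 controls. The aminopeptidase *anpeplb* fell among 7 intestine genes, and *rhoab* (6.57-fold) among 20 focal adhesion genes. Of 20 genes of purine and pyrimidine synthesis *gart* rose, and the list lay 0.69 above the median entry (camera adjusted p = 0.0089, and with an estimated correlation adjusted p = 0.32), as did 38 genes of mitochondrial ribosomal proteins (0.88, 1.4e-06 and 0.32), none of which limma called (6 higher at an unadjusted p under 0.05, 5 by DESeq2). These *Myc* calls are not made by edgeR or on TPM rescaled by TMM.

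With *xmrk*, camera placed the lists of cytosolic ribosomal proteins (-0.77 relative to the median entry), erythrocytes (-2.29) and fatty acid synthesis (-2.13) lower and ribosome biogenesis (0.50) higher. With *Myc* it placed antigen presentation (-0.99), neutrophils (-1.22) and fatty acid synthesis (-1.09) lower. None of these lists passed with an estimated correlation. With *xmrk* the own median of the cytosolic ribosomal protein list was 0.21 on TPM, at percentile 90.07 of random lists matched on mean expression. Its place below the median entry thus does not hold against entries of like abundance. The other lists gave the following counts over all entries tested. With *xmrk*, the calls were 2 higher of 10 neutrophil genes (*ptgs2b* and *s100a10b*), 1 of 2 lymphocyte genes (*cd4-1*), 2 of 18 p53 targets (*gadd45bb* and *casp8*), 2 of 55 ribosome biogenesis genes (*dkc1* and *wdr75*), 4 of 51 translation factors (*eif4a1a*, *eif4g2a*, *eif5a2* and *mcts1*) and, in fatty acid synthesis, *elovl1b* higher and *fads2* lower of 18. With *Myc*, *fads2* fell among 14 genes of fatty acid synthesis. Limma called none with *xmrk* among 71 cytosolic ribosomal proteins (0 at an unadjusted p under 0.05, 2 lower by DESeq2), 38 mitochondrial ribosomal proteins (11 and 0), 20 purine and pyrimidine genes (4 higher and 1 lower, 2 lower by DESeq2), 11 erythrocyte genes (1 and 6), 7 intestine genes (2 and 1), 6 endothelium genes (2 and 0), 3 VEGF and hypoxia genes (0 and 0) and 1 germ cell gene (0 and 0). With *Myc* it called none among 6 cell cycle genes (1 and 0), 15 p53 targets (3 and 1), 19 EGFR-MAPK genes (3 and 0), 8 neutrophil genes (4 and 2), 15 antigen presentation genes (9 and 2), 11 erythrocyte genes (2 and 1), 4 endothelium genes (4 and 0) and 2 germ cell genes (0 and 0). In the bare pairs, the first number is at an unadjusted p under 0.05 and the second by DESeq2. The directions differ for the intestine genes with *xmrk* (higher, then lower) and the erythrocyte genes with *Myc* (lower, then higher). edgeR with TMM called no gene of these lists.

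The beta-actin gene *actb2* stood at 5648 TPM against 2128 ± 1336 TPM (SD, n = 3) in the *xmrk* tumor (adjusted p = 0.19) and 793 TPM against 2392 ± 947 TPM (SD, n = 3) in the *Myc* tumor (0.14, and 0.071 for the difference between the tumors). The receptor gene *egfra* stood at 23.5 TPM against 17.4 ± 12.7 TPM with *xmrk* (0.57), and *mycb* at 14.3 TPM against 108 ± 138 TPM with *Myc* (0.50). The *mycb* control mean rests largely on X-M-D+ (266 TPM, against 47.5 TPM in X-M-D- and 9.60 TPM in X-M+D-). These are entries of the zebrafish genes and are not read here as measures of the transgenes, whose expression was not tested.

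When each control took the tumor's place against the other 3, the paper's criteria were met by 200 to 605 entries higher and 109 to 202 lower. Limma called none there (273 at an unadjusted p under 0.05 for X-M-D-, 116 for X-M+D-, 361 for X+M-D- and 177 for X-M-D+), edgeR with library size 34 for X-M-D- and with TMM 22 for X-M-D-, more than the 2 it calls in the *xmrk* tumor, and DESeq2 70, 2, 80 and 13. In the simulation without a change the criteria were met by 373 entries higher and 142 lower for *xmrk* and by 368 and 142 for *Myc* on average.

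A hypothesis was that the transgenes are active without doxycycline, so that the undosed transgenic controls may lean toward their tumor, and it was tested on entries ranked in each tumor against the non-transgenic controls X-M-D- and X-M-D+ alone. Among the 200 entries that rose most in the *xmrk* tumor, the median difference of X+M-D- over X-M+D- was -0.34, at percentile 0 of 10000 random lists, and for the 200 that fell most it was -0.06, at percentile 3.8. Among the 200 entries that rose most in the *Myc* tumor, the median difference of X-M+D- over X+M-D- was -0.12, at percentile 28.2, and for the 200 that fell most it was 0.28, at percentile 100. The entries that rose most did not lie higher, nor those that fell most lower beyond random lists, which argues against the hypothesis for these entries. As some of the medians lie beyond random lists on the opposite side, these controls also differ in other ways, which could hide a small lean.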
